# Plasticity of lifelong calorie‐restricted C57BL/6J mice in adapting to a medium‐fat diet intervention at old age

**DOI:** 10.1111/acel.12696

**Published:** 2017-12-21

**Authors:** Fenni Rusli, Mark V. Boekschoten, Vincenzo Borelli, Chen Sun, Carolien Lute, Aswin L. Menke, Joost van den Heuvel, Stefano Salvioli, Claudio Franceschi, Michael Müller, Wilma T. Steegenga

**Keywords:** aging, DNA methylation, glycomics, liver, long‐term CR, NAFLD, transcriptomics

## Abstract

Calorie restriction (CR) is a dietary regimen that supports healthy aging. In this study, we investigated the systemic and liver‐specific responses caused by a diet switch to a medium‐fat (MF) diet in 24‐month‐old lifelong, CR‐exposed mice. This study aimed to increase the knowledge base on dietary alterations of gerontological relevance. Nine‐week‐old C57BL/6J mice were exposed either to a control, CR, or MF diet. At the age of 24 months, a subset of mice of the CR group was transferred to *ad libitum* MF feeding (CR‐MF). The mice were sacrificed at the age of 28 months, and then, biochemical and molecular analyses were performed. Our results showed that, despite the long‐term exposure to the CR regimen, mice in the CR‐MF group displayed hyperphagia, rapid weight gain, and hepatic steatosis. However, no hepatic fibrosis/injury or alteration in CR‐improved survival was observed in the diet switch group. The liver transcriptomic profile of CR‐MF mice largely shifted to a profile similar to the MF‐fed animals but leaving ~22% of the 1,578 differentially regulated genes between the CR and MF diet groups comparable with the expression of the lifelong CR group. Therefore, although the diet switch was performed at an old age, the CR‐MF‐exposed mice showed plasticity in coping with the challenge of a MF diet without developing severe liver pathologies.

## 1 INTRODUCTION

Aging has been described as an important risk factor for most chronic diseases, largely due to the impaired capacity to maintain homeostasis and resilience against environmental stress or damage at old age. For the liver, aging has been associated with an increasing risk to develop nonalcoholic fatty disease (NAFLD) (Argo, Northup, Al‐Osaimi, & Caldwell, 2009; Frith, Day, Henderson, Burt, & Newton, 2009). NAFLD covers a spectrum of liver diseases ranging from simple steatosis to nonalcoholic steatohepatitis (NASH), fibrosis, and cirrhosis. While hepatic steatosis is considered to be benign, NASH is the more severe condition that is characterized by inflammation and possibly, fibrosis. Aging has been linked to NAFLD development through a number of commonly shared molecular mechanisms associated with both the NAFLD/NASH development and hallmarks of aging, for example, reactive oxygen species formation, DNA damage, and hepatocyte senescence (López‐Otín, Blasco, Partridge, Serrano, & Kroemer, 2013). Aging and NAFLD are also intertwined with the modern obesogenic environment. The prevalence of obesity has been shown to increase at older age (Ford, Giles, & Dietz, 2002). Commonly observed consequences of obesity are elevated plasma insulin and free fatty acid levels. Due to these changes, free fatty acid uptake and triglyceride production in the liver increase, leading to the development of NAFLD (Karpe, Dickmann, & Frayn, 2011).

Calorie restriction (CR), a diet regimen of reduced energy intake without malnutrition, has been shown in numerous animal studies as by far the most effective approach to extend lifespan and to prevent age‐related and metabolic diseases (De Cabo, Carmona‐Gutierrez, Bernier, Hall Michael, & Madeo, 2014; Fontana & Partridge, 2015). Research on CR in humans has not been conclusive, but provides clues that beneficial metabolic adaptations observed in model species also occur in humans (Fontana, Partridge, & Longo, 2010; Mercken et al., 2013). The application of CR has been reported to be beneficial for liver health, by improving insulin sensitivity and reducing triglyceride accumulation in the liver (Eckard et al., 2013; Kirk et al., 2009).

To obtain health benefits of CR, a lifelong application of CR is required. In practice though, permanently reducing calorie intake is challenging for most individual, especially in an obesogenic environment prone to overfeeding. Only a very few individuals take up a CR regimen voluntarily, and even then, the feasibility of adhering to a CR diet is questionable. It has been shown in human intervention studies that adherence to CR decreases over time (Racette, 2006) and even a 5‐day‐a‐month CR regimen showed a dropout rate of 25% (Wei, 2017). This implies that people that have undertaken a CR regimen often return to an obesogenic diet. Studies concerning the response of long‐term calorie‐restricted subjects to *ad libitum* feeding are still limited, in particular the liver‐specific responses and NAFLD development at metabolic and transcriptomic level. A few mice studies were performed to model the long‐term CR situation. Giller and coworkers showed that the effects of 6‐month CR on adiposity, lipid profile in plasma and liver, and gene expression level completely diminish within 2 weeks of control diet feeding in C57BL/6JRj mice (Giller et al., 2013). Furthermore, a liver transcriptomic study by Dhahbi and colleagues reported that in 34‐month‐old B6C3F1 mice exposed to a CR diet for 21 months, 90% of the CR‐induced changes in gene expression in the liver disappear within 8 weeks of control diet feeding (Dhahbi, Kim, Mote, Beaver, & Spindler, 2004).

In this study, we investigate the consequences of 4‐month exposure to a Western diet after lifelong acquaintance to a CR diet. The CR regimen started at young age (2 months) and continued till old age (24 months), in order to model lifelong exposure to a CR diet. Between 24 and 28 months of age, we exposed a subset of mice in the CR group to an *ad libitum* medium‐fat (MF) diet, thereby generating a CR‐MF diet switch group. In the sacrificed 28‐month‐old mice, we investigated the systemic responses and NAFLD development following the diet switch at a physiological, metabolic, and molecular level. We explored both the plasticity of the mice at old age and the persistency of the effects caused by a lifelong CR diet.

## 2 RESULTS

### 2.1 Switching from a CR to MF diet at old age caused increasing body adiposity without affecting survival

Nine‐week‐old C57BL/6J mice were randomly divided over three intervention groups and exposed to a control (C), calorie restriction (CR), or medium‐fat (MF) diet. At the age of 24 months, we replaced the diet of a subset of the CR intervention group by *ad libitum* exposure to the MF diet (CR‐MF diet switch) (Figure 1a). All mice were sacrificed at the age of 28 months. Figure 1b shows that, at the time point of the diet switch, the body weights of the C and MF‐exposed mice were substantially higher than those of the CR‐exposed mice. Following the transfer to the MF diet, the body weight of the CR mice dramatically increased (Figure 1b), reaching a new plateau at 27 months of age. At sacrifice, the body weight of the CR‐MF diet switch group was significantly higher than that of the lifelong CR‐fed mice, comparable to that of the C group, but still significantly lower than that of the MF‐exposed mice.

**Figure 1:**
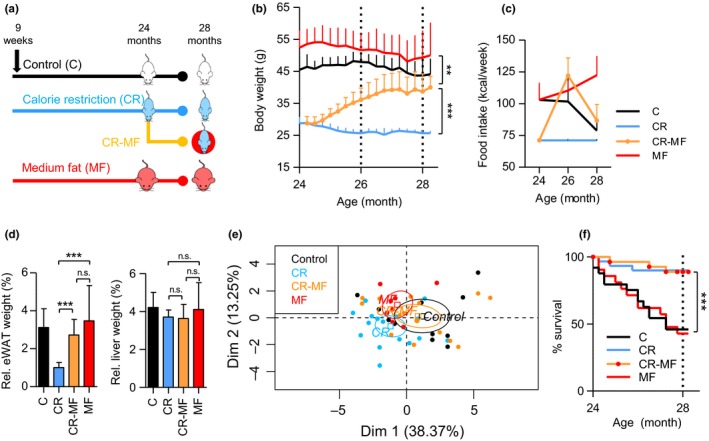
Physiological changes during the CR‐MF diet switch. (a) Experimental design. (b) Body weight development from 24 to 28 months of age following the diet switch. (c) Food intake measurement at 24, 26, and 28 months. (d) eWAT and liver weight. (e) Principle component analysis of 16 plasma inflammatory cytokines. (f) Kaplan–Meier survival curve, statistical difference was assessed by log‐rank analysis. *p <* *.05; **p <* *.01; ***p <* *.001

Food intake was recorded bimonthly and revealed that, transferring mice from the CR intervention group to *ad libitum* MF feeding, resulted in severe hyperphagia. Food intake of the CR‐MF group at the age of 26 months was even slightly higher than that of the lifelong MF intervention group (Figure 1c), although the difference was not significant (Fig. S1a). However, at the age of 28 months, when the body weight gain was stabilized at a new plateau, food intake of the CR‐MF mice decreased to similar amounts as consumed by the C intervention group.

Weight measurement of the epididymal white adipose tissue (eWAT) and liver revealed significant increases in the CR‐MF group compared with the lifelong CR‐exposed mice (Fig. S1b). However, after normalization to body weight, a significant increase was observed in the CR‐MF group only in relative eWAT weight, while no significant difference was found for the relative liver weight (Figure 1d).

As CR is known to protect against aging‐related low‐grade systemic inflammation, which is also called inflammaging (Franceschi et al., 2000), a panel of 16 inflammatory markers, including interferon gamma (IFNγ), tumor necrosis factor (TNF), interleukin‐1α (IL‐1α), IL‐1β, IL‐2, IL‐6, IL‐7, IL‐10, IL‐15, chemokine (C‐C motif) ligand 2 (CCL2 or MCP1), CCL3 (MIP‐1α), CCL4 (MIP‐1β), CCL5 (RANTES), chemokine (C‐X‐C motif) ligand 1 (CXCL1 or KC), CXCL9 (MIG), and CXCL10 (IP‐10), was measured in plasma to characterize the inflammatory status following the exposure to MF diet. The principal component analysis (PCA) plot presented in Figure 1e revealed that the plasma inflammatory profile of the CR‐MF switched animals had shifted into the direction of the C‐fed mice.

The survival rate recorded between 24 and 28 months revealed that mortality of the CR‐MF diet switch group was equivalent to the lifelong CR‐exposed mice and strongly different from the C and MF intervention groups (Figure 1f). Therefore, despite the changes in whole‐body adiposity, the improved survival gained in the CR period was successfully maintained during the 4‐month exposure to the MF diet.

### 2.2 The liver transcriptome of the CR‐MF diet switch mice strongly shifted to the MF profile

To investigate the diet switch effect on the liver transcriptome of the CR‐MF diet group, a microarray analysis was performed. 

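Liver RNA of 27 male C57BL/6J mice was measured on Affymetrix Mouse Gene 1.1 ST arrays, with 1 array per mouse. There were 8 mice on the control diet (C), 5 on 30% calorie restriction (CR), 7 moved from CR to the medium-fat diet at 24 months of age (CR-MF) and 7 kept on the medium-fat diet (MF). The livers are those of mice aged 28 months, after 4 months on the MF diet in the CR-MF group. According to the paper, CR mice received a daily portion, the other groups ate ad libitum, and all mice were fasted before sacrifice. The time of the last meal of each mouse is not given, so its part in differences from CR was not tested. The values are log2 intensities that the authors made with Robust Multiarray Average, so a difference of 1 is a doubling. Median log2 intensity lay between 5.38 and 5.48 per array, and the correlation between arrays between 0.975 and 0.991. Of the transcript clusters on the array, 21218 carry 1 gene symbol, and these stand for 18820 genes. Where a gene had more than 1 cluster (1386 genes), the cluster with the highest mean over all arrays was used. The filter of the paper (intensity above 20 on at least 5 arrays and an interquartile range above 0.1) left 13993 genes. The means of the 4 groups were compared in 1 linear model over all arrays with limma, and adjusted p-values are Benjamini-Hochberg values over these genes. Groups of genes with a common function or cell type (61 lists) were written before the data were examined. The score of a list in a mouse is the mean over its members of the log2 value minus the mean of that gene over all arrays. Where mice are counted for a score difference, a mouse counts if it lies on that side of the mean of the other group, so groups can overlap. Scores were compared by two-sided exact permutation tests, adjusted over the lists, and were added after the data were seen. Lists were also tested with camera at a preset correlation between genes, and again with the correlation estimated from the data. The codes in the array names give 3 plates: G150 held 6 C, 3 CR, 5 CR-MF and 5 MF mice, while G151 and G152 held 1 mouse of each group. By the same codes, well row H held the 7 CR-MF mice, row G 2 CR and 7 MF mice, and row F 8 C and 3 CR mice, so the CR-MF group and its well row cannot be told apart. Genes whose transcript clusters carry several symbols or none were not analysed here.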

A PCA was carried out, using the C diet group as the reference. The results presented in Figure 2a show a remarkable shift in the transcriptome profile of the CR‐MF diet switch group from the CR toward the MF‐exposed mice. 

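Ppp1r3g, which directs protein phosphatase 1 to glycogen, had a mean log2 level of 8.94 ± 0.49 (SD, n = 5) in CR, 6.16 ± 0.74 (n = 7) in CR-MF and 5.90 ± 0.64 (n = 7) in MF livers. It was 6.87-fold lower in CR-MF than in CR (adjusted p = 0.000379 from limma). Lepr, the leptin receptor, was 4.75-fold lower, at 7.08 ± 0.62 (n = 7) against 9.32 ± 0.82 (n = 5; adjusted p = 0.00105 from limma). Ppargc1a, a coactivator of mitochondrial biogenesis and gluconeogenesis, fell by 1.05 on the log2 scale (standard error 0.18, adjusted p = 0.0098), and Elovl6, a fatty acid elongase, fell by 1.18 (standard error 0.24, adjusted p = 0.0259). Tsc22d1, a transcriptional regulator, rose by 0.84 (standard error 0.16, adjusted p = 0.0151), a call that ended without the CR mouse B4_1 (adjusted p = 0.0579). Ifit1 and Herc6, induced by interferon, rose by 1.55 (standard error 0.34, adjusted p = 0.0305) and 0.89 (standard error 0.20, adjusted p = 0.0305). Leaving out 1 mouse ended the call of Ifit1 for 5 of the 12 CR and CR-MF mice and that of Herc6 for 7 of them, and that of Elovl6 for 4. Between CR-MF and CR, 288 genes were higher and 359 lower at an unadjusted p of 0.01, and 33 rose and 51 fell at an adjusted p of 0.05. The latter number, 84, was 63 with plate as a block, 8 within plate G150, and between 21 and 137 with any 1 mouse left out. In a principal component analysis of the CR, CR-MF and MF mice with the mean of C subtracted from each gene, the first component held 18.9% of the variance and the second 10.8%. The mean score on the first was −45.8 ± 12.0 (SD, n = 5) in CR, −7.43 ± 47.4 (n = 7) in CR-MF and 40.1 ± 43.6 (n = 7) in MF. MF exceeded CR by 85.9 (two-sided exact permutation p = 0.00505, adjusted p = 0.0152 over the 3 pairs of groups). CR-MF lay 38.4 above CR (exact permutation p = 0.109, adjusted p = 0.109), and its difference from MF was −47.6 (exact permutation p = 0.0711, adjusted p = 0.107). With the plate effect removed, the differences were 92.5, 41.4 and −51.1. On the second component no pair of groups passed the exact test (adjusted p = 0.953 for each). The CR-MF mice BC4_11 and BC4_15 scored highest of their group on the first component, at 75.9 and 41.5. Without both, a choice made after seeing the data, CR-MF differed from CR by 9.30 and from MF by −81.3 (exact permutation, adjusted p = 0.341 and 0.00947). Leaving out the highest CR-MF scores on this component by itself moves CR-MF toward CR and away from MF, so these p-values decide nothing.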

Notably, the interindividual variability in the MF diet group and in particular the CR‐MF group was much higher than in the CR group.

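For some named genes the spread among mice was wider in CR than in MF, and for others it was wider in MF. Mt1, a metallothionein that binds zinc, had an SD of 1.03 log2 units among 5 CR mice, 0.75 among 7 CR-MF mice and 0.65 among 7 MF mice. Fabp4, a fatty acid binding protein, had SDs of 0.19, 0.78 and 1.15 in the same order. Hsd3b5, a male-biased hydroxysteroid dehydrogenase of the liver, varied by 2.86 in CR and 1.34 in CR-MF, while in MF (0.67) its mean of 4.04 lay under the intensity threshold of the filter (log2 4.32), where background limits the spread. Over all genes, the root mean square log2 deviation of a mouse from the mean of its group, corrected for group size, was 0.239 ± 0.0348 (SD, n = 5) in CR, 0.262 ± 0.0705 (n = 7) in CR-MF and 0.295 ± 0.0475 (n = 7) in MF. CR-MF exceeded CR by 0.0230 (two-sided exact permutation p = 0.515), and MF exceeded CR by 0.0569 (exact permutation p = 0.0366, adjusted p = 0.110). The difference between CR-MF and MF was −0.0339 (exact permutation p = 0.308). With the plate effect removed, the differences were 0.0162, 0.0524 and −0.0362. With 1 mouse left out, the difference of CR-MF from CR ranged from −0.00402 (without the CR-MF mouse BC4_11) to 0.0424 (without the CR mouse B4_5), so that its sign depends on 1 mouse. That of MF from CR ranged from 0.0365 (without the MF mouse C4_11) to 0.0763 (without B4_5; exact permutation, adjusted p = 0.0364), and passed the adjusted test without B4_5 or the MF mouse C4_15 and for no other choice.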

**Figure 2:**
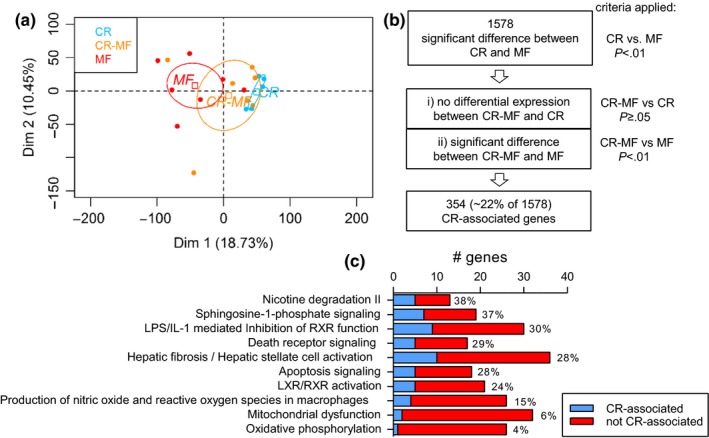
Liver transcriptomic profile of the CR‐MF diet switch largely altered toward the direction of the lifelong MF diet group. (a) Principle component analysis plot for individual animals showing the CR‐MF animals shifted to the cluster of MF diet group. The expression values of all three dietary interventions were normalized to the C group. (b) Analysis scheme for investigating the status of the CR‐differentially expressed genes after CR‐MF diet switch. A smaller proportion of differentially expressed genes remained similar to the expression of the lifelong CR, while most of the genes shifted toward the profile of MF's. (c) The fraction of the CR‐associated and not CR‐associated genes in the top 10 differentially regulated pathways between the lifelong CR and MF diet groups

Although a pronounced switch in the transcriptomic profile of the CR‐MF‐exposed animals from the lifelong CR group was detected, the diet switch did not result in a complete overlap with the expression profile of the MF‐exposed group. 

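Hsd3b5, a male-biased hydroxysteroid dehydrogenase, was at least 28.3-fold higher in CR-MF than in MF livers, at a mean log2 level of 9.29 ± 1.34 (SD, n = 7) against 4.04 ± 0.67 (n = 7; adjusted p = 0.00156 from limma on the measured values). The MF mean lies under the intensity threshold of the filter (log2 4.32), and for this fold the 5 of 7 MF values under it were raised to it. Susd4, a complement regulator, rose by 2.07 on the log2 scale (standard error 0.33, adjusted p = 0.00162). Nt5e, the ecto-enzyme that forms adenosine from AMP, fell by 1.69 (standard error 0.26, adjusted p = 0.00123). Cyp17a1, a steroid hydroxylase, fell by 1.42 (standard error 0.29, adjusted p = 0.0113), and Cyp2b9, a female-biased cytochrome P450, fell by 2.26 (standard error 0.51, adjusted p = 0.0207), a call that ended without the CR-MF mouse BC4_1 (adjusted p = 0.0525). Of 27 male-biased liver genes, 9 were higher in CR-MF than in MF and none was lower (21 higher when adjusted over the list alone), among them Nudt7, a peroxisomal coenzyme A hydrolase, at 0.92 (standard error 0.15, adjusted p = 0.00291) and Cyp2u1, a fatty acid hydroxylase, at 1.39 (standard error 0.26, adjusted p = 0.00745). The score of this list was 1.16 higher, in 7 of 7 CR-MF mice (two-sided exact permutation p = 0.000583, adjusted p = 0.0178; camera adjusted p = 0.0247 with an estimated correlation), and the differences within plates G150, G151 and G152 were 1.24, 0.95 and 0.95. Of the female-biased genes, 7 were lower and none was higher (12 lower when adjusted over the list alone), with a score difference of −0.91 in 7 of 7 mice (exact permutation, adjusted p = 0.0178; camera adjusted p = 0.0361 with an estimated correlation). Of 5 major urinary protein genes, which hepatocytes secrete for scent marking, 2 rose (5 when adjusted over the list alone), and the score difference was 0.61 in 7 of 7 mice (exact permutation, adjusted p = 0.0178; camera adjusted p = 0.143 with an estimated correlation). Between CR-MF and MF, 340 genes were higher and 467 lower at an unadjusted p of 0.01, and 77 rose and 125 fell at an adjusted p of 0.05. Together these last genes were 187 in number with plate as a block, 114 within plate G150, and 91 to 423 with 1 mouse left out. On the axis from the CR mean (0) to the MF mean (1), CR-MF lay at 0.456 (jackknife standard error 0.204). Without the CR-MF mouse BC4_11 the position was 0.299.

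**Figure D1:**
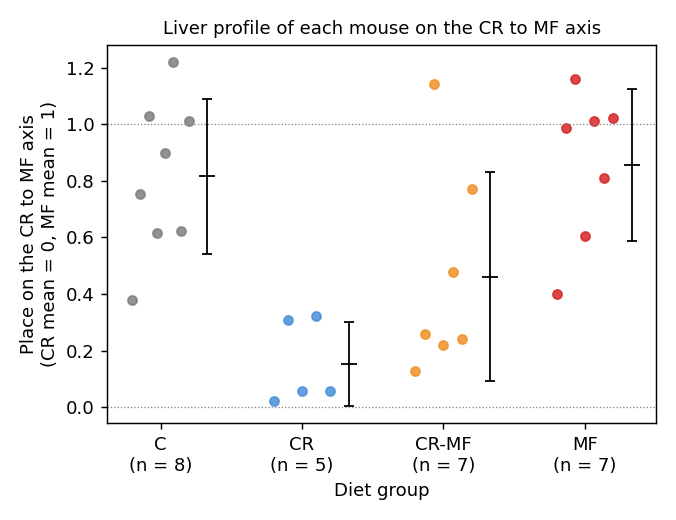
Place of each mouse on the axis from the CR mean (0) to the MF mean (1), over all genes that pass the filter, with both means computed without the mouse being placed (vertical axis, no unit), by diet group (horizontal axis). Points are mice and bars are the group mean ± SD: C 0.816 ± 0.273, CR 0.153 ± 0.149, CR-MF 0.462 ± 0.370 and MF 0.856 ± 0.269, with BC4_11 the highest CR-MF mouse at 1.14 and BC4_15 next at 0.769.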

To investigate which genes in the CR‐MF expression profile remained similarly expressed with that of the lifelong CR‐exposed mice, we applied the following gene screening (Figures 2b and S2a). 

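Themis, a T cell signalling protein, was 3.61-fold higher in MF than in CR livers (log2 difference 1.85, standard error 0.28, n = 7 and 5, adjusted p = 0.000685 from limma). Mt1, a metallothionein, was 3.84-fold higher, at a mean log2 level of 11.90 against 9.96 (adjusted p = 0.00554). Orm3, an acute-phase plasma protein, was 5.45-fold higher (standard error 0.57 on the log2 scale, adjusted p = 0.0152), and Ly6d, a surface antigen, 4.68-fold higher (standard error 0.50, adjusted p = 0.0116). Cabyr, a calcium-binding protein, fell by 2.21 (standard error 0.41, adjusted p = 0.00383), and Gpx6, a glutathione peroxidase, fell by 2.36 (standard error 0.51, adjusted p = 0.00999). Gpnmb, a glycoprotein of lipid-laden macrophages, rose by 1.57 (adjusted p = 0.0370), and Cd163, a scavenger receptor of resident macrophages, fell by 1.96 (adjusted p = 0.0367). Leaving out 1 mouse ended the call of Gpnmb for 8 of 12 mice and that of Cd163 for 9. Of the 21 genes of cholesterol synthesis, 3 fell and none rose (10 fell when adjusted over the list alone), among them Pmvk, a kinase of the mevalonate pathway (−1.22, standard error 0.29, adjusted p = 0.0172). The score difference was −0.76 in 7 of 7 MF mice (two-sided exact permutation p = 0.0202, adjusted p = 0.0577), and −1.09, −0.21 and 0.11 within the 3 plates. The MF mouse C4_9 stood apart in this score (lowest MF score −1.58, MF mean −0.31). Markers of other cells moved too. The score difference between MF and CR was 0.63 for adipocyte markers (adjusted p = 0.0415), 0.33 for cholangiocyte markers (0.048), 0.74 for B and plasma cell markers (0.0464), 1.00 for MHC class II presentation (0.044) and −0.10 for the hepatocyte core (0.0415), each in 7 of 7 MF mice by the exact permutation test. Each of these 5 calls ended for some choice of 1 mouse left out, and the difference of B and plasma cell markers was 0.41 without the MF mouse C4_11. By camera with an estimated correlation, adjusted p = 0.416 for B and plasma cell markers and 0.347 for the other 4 lists and for cholesterol synthesis. In all, 766 genes were higher and 700 lower at an unadjusted p of 0.01, where 139.93 would pass by chance. At an adjusted p of 0.05, 392 rose and 366 fell. Those 1466 genes were 1455 with plate as a block and 906 within plate G150, and those 758 genes were 696 and 67, and 257 to 1174 with 1 mouse left out. With the animal number as a block the 2 counts were 1033 and 294. With the well row as a block, a choice made after seeing the data, they were 949 (347 higher and 602 lower) and 138.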

We first identified the differentially expressed genes between the lifelong CR and MF groups (*p *<* *.01), which resulted in a list of 1,578 genes. Then, to determine which of these 1,578 genes remained comparable to the CR‐exposed mice after the CR‐MF switch and significantly different to those of the MF diet group, we screened for the genes (i) displaying no differential expression between the CR‐MF and CR groups (*p *≥* *.05) and (ii) displaying significant (*p *<* *.01) difference in expression between the CR‐MF and MF intervention groups. The direction of the fold change was also checked to confirm that the CR‐MF and CR groups show the same direction of change in comparison to the MF group. A subset of 354 “CR‐associated genes” were identified, exhibiting similar expression in the CR and CR‐MF groups. 

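Rcan2, a regulator of calcineurin, had a mean log2 level of 6.22 ± 0.31 (SD, n = 5) in CR, 6.39 ± 0.35 (n = 7) in CR-MF and 7.75 ± 0.45 (n = 7) in MF livers (MF minus CR 1.52, adjusted p = 0.000268; CR-MF minus MF −1.36, adjusted p = 0.000676, both from limma). Anxa2, a calcium-dependent membrane-binding protein, was at 7.29 ± 0.31, 7.31 ± 0.47 and 8.73 ± 0.67 in the same groups (adjusted p = 0.00315 and 0.0032 for the same differences). Gpx3, a plasma glutathione peroxidase, was at 7.81 ± 0.34, 7.84 ± 0.52 and 9.35 ± 0.95 (adjusted p = 0.011 and 0.0126). Lower in MF than in the other groups were Slc43a1, an amino acid transporter, at 8.19 ± 0.29, 8.05 ± 0.28 and 7.08 ± 0.38 (adjusted p = 0.00315 and 0.00774), and Adgrf1, an adhesion receptor, at 6.54 ± 0.67, 6.44 ± 0.64 and 4.87 ± 0.32 (adjusted p = 0.0044 and 0.00687). The same screen took 360 genes here, of which 235 were higher and 125 lower in MF than in CR. In 98 of them both differences from MF passed an adjusted p of 0.05. With plate as a block the screen took 353 genes, within plate G150 238, and without the CR-MF mice BC4_11 and BC4_15 633. Both differences share the MF arrays, which by itself makes lists overlap. Of the genes with p under 0.01 in MF against CR, 375 also had it in CR-MF against MF, where independent lists of these sizes would share 42.6. In simulated data with no effects, where fewer genes pass, the lists shared a mean of 15 genes and independent lists of their sizes would share 0.693. With the MF arrays split into parts of 3 and 4 mice, so that no array served both differences, the median overlap over the 35 splits was 132 against 21.2 for independent lists, and the screen took a median of 118 genes (88 to 141). From similar expression in CR and CR-MF and a difference from MF, the paper concludes that these genes kept the CR profile after the switch.

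**Figure D2:**
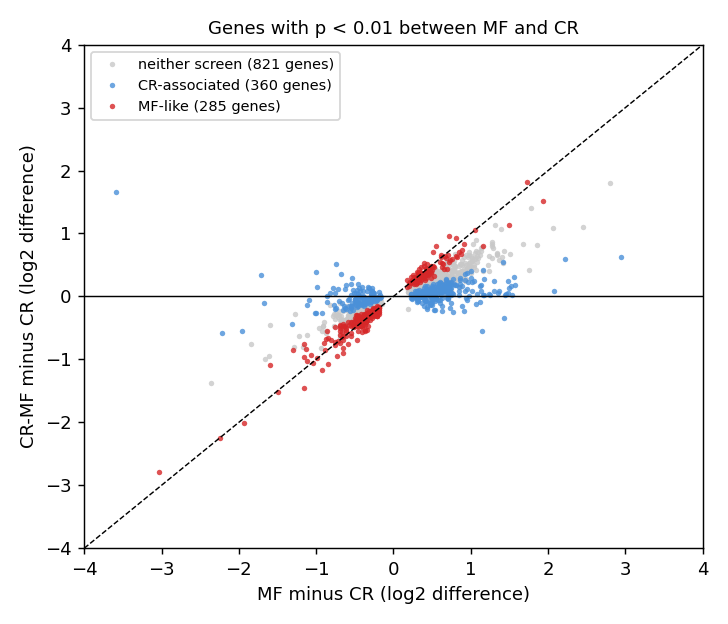
Log2 difference of CR-MF from CR (vertical axis) against that of MF from CR (horizontal axis) for the 1466 genes with p under 0.01 between MF and CR. Each point is a gene, blue for the 360 CR-associated genes, red for 285 genes of the mirrored screen (different from CR and not from MF) and grey for the 821 others, and the dashed line marks equal differences.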

Figure S2b visualizes the expression levels of the 354 CR‐associated genes in the individual CR‐, CR‐MF‐ and MF‐exposed mice. 

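Genes of the mirrored screen, with p under 0.01 between CR-MF and CR and at least 0.05 between CR-MF and MF, included Mt2, a metallothionein, at a mean log2 level of 11.62 ± 1.24 (SD, n = 5) in CR, 12.75 ± 0.48 (n = 7) in CR-MF and 13.12 ± 0.26 (n = 7) in MF. Slc10a2, a bile acid transporter, was at 6.91 ± 0.38, 7.71 ± 0.44 and 8.07 ± 0.42, and Tle3, a transcriptional corepressor, at 7.78 ± 0.15, 8.52 ± 0.42 and 8.67 ± 0.42 in the same groups. Among those lower in MF, Derl3, a protein of endoplasmic reticulum degradation, was at 7.92 ± 0.95, 6.84 ± 0.51 and 6.32 ± 0.35, and Smad9, a mediator of BMP signalling, at 8.41 ± 0.50, 7.56 ± 0.57 and 7.11 ± 0.45. These 5 genes differed between MF and CR (adjusted p = 0.0105, 0.0136, 0.00719, 0.00383 and 0.0150 from limma; that of Smad9 was 0.0512 without the CR mouse B4_13), and their differences between CR-MF and CR had adjusted p = 0.113, 0.175, 0.0517, 0.0951 and 0.214. The CR-associated genes made up 24.6% of the 1466 genes and all others 75.4%. The mirrored screen took 285 genes (19.4%; 105 higher and 180 lower in MF than in CR). At p of at least 0.05, 821 genes (56%) did not differ between CR-MF and MF, 880 (60.0%) did not differ between CR-MF and CR, and 286 (19.5%) fell under both. Such a p does not show that a gene is expressed alike in both groups. At an adjusted p of 0.05, 59 of the 1466 genes (4.03%) differed between CR-MF and CR and 132 (9.00%) between CR-MF and MF. With plate as a block the mirrored screen took 272 genes, and within plate G150 146.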

Overall, we showed that, following the CR‐MF diet switch, 354 genes remained similarly expressed with the lifelong CR‐exposed mice (~22% of the 1,578 genes), while the majority (~78% of the 1,578 genes) adapted to the MF expression profile.

### 2.3 Functional characterization of the CR‐associated genes in the liver

Ingenuity pathway analysis (IPA) was applied to explore which canonical pathways were represented by the 1,578 genes displaying differentially expression between the CR and MF intervention groups. The 10 most significantly different canonical pathways listed in Table S1 revealed highly significant regulation of various pathways commonly acknowledged to be affected by CR, including mitochondrial dysfunction, oxidative phosphorylation, and apoptosis signaling. 

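Of 71 measured genes of oxidative phosphorylation, 9 fell in MF relative to CR livers and none rose at an adjusted p of 0.05 over all genes (33 fell when adjusted over the list alone), and 69 had a negative difference. Cox5a, a subunit of cytochrome c oxidase, fell by 0.37 (standard error 0.09, n = 7 and 5, adjusted p = 0.0176 from limma). Ndufa8 and Ndufb8, subunits of complex I, fell by 0.30 (standard error 0.08, adjusted p = 0.0247) and 0.44 (standard error 0.12, adjusted p = 0.0334), and Sdhd, a subunit of succinate dehydrogenase, fell by 0.40 (standard error 0.11, adjusted p = 0.034). Of 15 genes of the TCA cycle, 2 fell (8 when adjusted over the list alone): Pdhb, of the pyruvate dehydrogenase complex (−0.45, standard error 0.12, adjusted p = 0.0302), and Idh3a, of isocitrate dehydrogenase (−0.39, standard error 0.11, adjusted p = 0.0351). Of 37 genes of apoptosis, 4 rose and none fell (9 rose and 2 fell when adjusted over the list alone). Apaf1, which forms the apoptosome, rose by 0.61 (standard error 0.17, adjusted p = 0.0369), and Casp12, a caspase of the endoplasmic reticulum, by 0.72 (standard error 0.21, adjusted p = 0.0404). Bak1, a pore-forming protein of mitochondria, rose by 0.39 (standard error 0.12, adjusted p = 0.045), and Fas, a death receptor, by 0.48 (standard error 0.14, adjusted p = 0.0479). The score difference was −0.20 for oxidative phosphorylation, in 7 of 7 MF mice (two-sided exact permutation p = 0.0215, adjusted p = 0.0577), and −0.24, −0.07 and −0.08 within plates G150, G151 and G152. It was −0.23 for the TCA cycle in 7 of 7 mice (exact permutation, adjusted p = 0.0577) and 0.13 for apoptosis in 7 of 7 mice (adjusted p = 0.0257), a call that ended for 5 of 12 choices of 1 mouse left out. Of the 37 apoptosis genes, 19 had a positive and 18 a negative difference, with a median of 0.02, so the list did not move as a whole. By camera, oxidative phosphorylation had adjusted p = 2.36e-14, and adjusted p = 0.347 with an estimated correlation, and apoptosis adjusted p = 0.0846 and 0.402.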

Next, we assigned the gene members in each pathway as a CR‐associated or MF‐adapted gene, according to the above‐explained criteria. 

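Of 45 measured genes of hepatic fibrosis and stellate cell activation, 6 rose in MF relative to CR livers and none fell (28 rose when adjusted over the list alone), and 43 had a positive difference. Pdgfrb, the platelet-derived growth factor receptor of stellate cells, rose by 0.65 on the log2 scale (standard error 0.16, n = 7 and 5, adjusted p = 0.0195 from limma). Bgn and Lum, proteoglycans of the extracellular matrix, rose by 0.38 (standard error 0.09, adjusted p = 0.0154) and 0.85 (standard error 0.22, adjusted p = 0.0254), and Timp2, an inhibitor of metalloproteinases, by 0.68 (standard error 0.19, adjusted p = 0.037). These 4 genes were CR-associated. Of 27 genes of sphingosine-1-phosphate signalling, 3 rose (8 when adjusted over the list alone): S1pr2, a receptor (0.43, standard error 0.09, adjusted p = 0.00728), Smpd2, a sphingomyelinase (0.31, standard error 0.09, adjusted p = 0.0387), and Cers6, a ceramide synthase (0.64, standard error 0.19, adjusted p = 0.0443). The first 2 of these were CR-associated. Among list members with p under 0.01 between MF and CR, 6 of 15 genes of fibrosis (40%), 4 of 11 of apoptosis (36.4%) and 2 of 6 of sphingosine-1-phosphate signalling (33.3%) were CR-associated. Among the other genes of the list of 1466 the share was 24.4% to 24.5%, and none of these 3 lists differed from the others by Fisher's exact test (adjusted p = 0.713, 0.943 and 0.999). The fibrosis score was 0.41 higher in MF than in CR, in 7 of 7 MF mice (two-sided exact permutation p = 0.00253, adjusted p = 0.0257; camera adjusted p = 0.347 with an estimated correlation), and 0.37, 0.49 and 0.51 higher within the 3 plates. In CR-MF it differed by 0.10 from CR (exact permutation, adjusted p = 0.776) and by −0.31 from MF, in 6 of 7 CR-MF mice (adjusted p = 0.169). Within the plates the latter was −0.41, −0.47 and 0.30, the last from the CR-MF mouse BC4_11, whose fibrosis score of 0.53 went with scores of 1.19 for T and NK cell markers and 0.77 for macrophage markers. The sphingosine-1-phosphate score was 0.19 higher in MF than in CR, in 7 of 7 mice (exact permutation, adjusted p = 0.0257; camera adjusted p = 0.347 with an estimated correlation). Both calls between MF and CR ended without the CR mouse B4_1 (exact permutation, adjusted p = 0.0616). Scores of cell markers went the same way without passing the exact permutation test. From CR to MF, stellate cell markers rose by 0.21 in 7 of 7 MF mice and macrophage markers by 0.49 in 6 of 7 (adjusted p = 0.0577 for each).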

The results presented in Figure 2c show that the pathways containing a relative high percentage of CR‐associated genes were found to be related to disease progression, for example, sphingosine‐1‐phosphate signaling, apoptosis, hepatic fibrosis/hepatic stellate cell activation. 

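In CR-MF relative to CR livers, 3 of the 71 genes of oxidative phosphorylation fell and none rose (11 fell when adjusted over the list alone). Uqcr11, a subunit of complex III, fell by 0.66 on the log2 scale (standard error 0.11, n = 7 and 5, adjusted p = 0.00917 from limma). Atp5g1, of ATP synthase, fell by 0.28 (standard error 0.06, adjusted p = 0.0304), and Ndufa8, of complex I, fell by 0.37 (standard error 0.08, adjusted p = 0.026). The score difference was −0.18 in 7 of 7 CR-MF mice (two-sided exact permutation p = 0.00631, adjusted p = 0.128; camera adjusted p = 0.554 with an estimated correlation), and −0.15, −0.05 and −0.38 within plates G150, G151 and G152. From MF the CR-MF score differed by 0.02 (exact permutation, adjusted p = 0.877). Of 25 members with p under 0.01 between MF and CR, 0 passed the screen for CR-associated genes and 8 the mirrored screen, among them Cox5a, Ndufa8 and Sdhd. Other genes of the list were CR-associated in 25.0% (Fisher's exact test, two-sided, adjusted p = 0.0303). This test treats genes as independent, while the correlation estimated among the 71 genes in MF against CR was 0.579. Of 6 such genes of the TCA cycle, 1 was CR-associated (16.7%).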

Meanwhile, oxidative phosphorylation and mitochondrial dysfunction, both of which are pathways related to energy utilization, only contained a small fraction of the CR‐associated genes (4% and 6%, respectively). This suggests that, following the CR‐MF diet switch, pathways related to energy utilization largely adapted to the expression profile of the MF diet group. In addition, these results suggest that the CR‐associated genes in the CR‐MF diet switch group are not confined to a specific pathway. 

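Of 28 liver tumour markers, 10 were higher in MF than in CR livers and none lower (13 higher and 1 lower when adjusted over the list alone). Cd24a, a surface glycoprotein of progenitor cells, was at 6.47 ± 0.12 (SD, n = 5) in CR, 6.60 ± 0.52 (n = 7) in CR-MF and 7.96 ± 0.89 (n = 7) in MF (MF minus CR, adjusted p = 0.011 from limma), and Anxa5, which binds phosphatidylserine, was 0.60 higher in MF than in CR (standard error 0.14, adjusted p = 0.014) and fell by 0.66 in CR-MF relative to MF (standard error 0.13, adjusted p = 0.00874). Of 11 tumour markers with p under 0.01 between MF and CR, 10 were CR-associated (90.9%; Fisher's exact test, two-sided, adjusted p = 0.00038 over the lists). The test treats genes as independent, and the correlation estimated in MF against CR was 0.109 among tumour markers and 0.244 among male-biased genes. CR-associated were also 7 of 7 male-biased genes (adjusted p = 0.00157), among them Hsd3b5, which fell by at least 3.16 between CR and MF with MF values under the intensity threshold raised to it (adjusted p = 0.0214 on the measured values), a call that ended for 3 of 12 choices of 1 mouse left out. Other shares above 50% did not pass Fisher's exact test. In lists with at least 5 such genes they were 4 of 5 adipocyte markers (80%, adjusted p = 0.177), 5 of 7 cholangiocyte markers (71.4%, adjusted p = 0.177), 5 of 8 genes of xenobiotic oxidation (62.5%, adjusted p = 0.254), 3 of 5 genes that the paper names (60%, adjusted p = 0.546) and 4 of 7 of RXR partner metabolism (57.1%, adjusted p = 0.403). In smaller lists they were 2 of 2 stellate cell markers, PPARα targets and female-biased genes, 2 of 3 genes of fatty acid uptake, lipid droplets and bile acids, and 1 of 1 major urinary protein gene. Some tumour markers, such as Cd24a, are also cholangiocyte markers. The tumour marker score was 0.47 higher in MF than in CR (two-sided exact permutation, adjusted p = 0.033; camera adjusted p = 0.347 with an estimated correlation) and differed by −0.38 between CR-MF and MF (adjusted p = 0.0533; camera adjusted p = 0.143 with an estimated correlation), each in 7 of 7 mice. The cholangiocyte score differed by −0.35 between CR-MF and MF, also in 7 of 7 mice (exact permutation, adjusted p = 0.0178; camera adjusted p = 0.168 with an estimated correlation). Leaving out 1 mouse ended the tumour marker call between MF and CR for 4 of 12 mice (adjusted p up to 0.0693, without B4_1) and the cholangiocyte call for 5 of 14 (up to 0.0711, without BC4_9). The male-biased score was 0.53 higher in CR-MF than in CR, in 7 of 7 CR-MF mice (exact permutation p = 0.0467, adjusted p = 0.273; 1.01, −0.36 and −0.21 within plates G150, G151 and G152), and 0.63 lower in MF than in CR, in 7 of 7 MF mice (exact permutation p = 0.0429, adjusted p = 0.0935; −0.23, −1.31 and −1.16 within the plates). In this score CR-MF mice lay from 0.43 to 1.03 and CR mice from −0.9 to 0.79, so these groups overlapped. The female-biased score differed by −0.58 between CR-MF and CR, in 7 of 7 mice (exact permutation p = 0.0101, adjusted p = 0.154; −0.93, 0.1 and −0.11 within the plates).

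**Figure D3:**
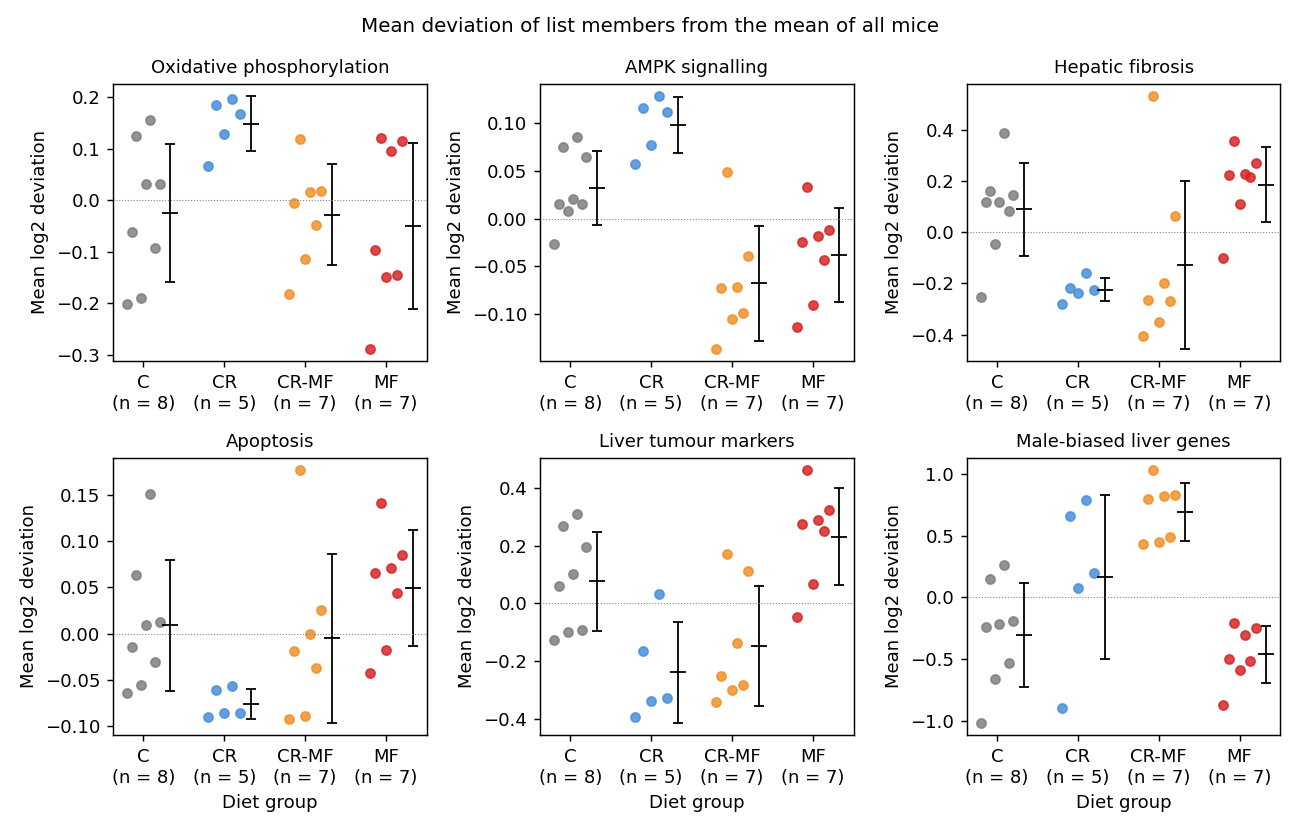
Score of 6 gene lists in each mouse, as the mean log2 deviation of the members from their mean over all arrays (vertical axes, log2 units), by diet group (horizontal axes). Points are mice and bars are the group mean ± SD; oxidative phosphorylation differs by −0.18 between CR-MF and CR, and the male-biased genes by 1.16 between CR-MF and MF.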

We extended the analysis to CR‐regulated key metabolic pathways, which are known to be energy/nutrient sensing‐dependent (Anderson & Weindruch, 2010). PCA performed on AMPK, PI3K/AKT and insulin‐IGF (Fig. S3) signaling gene sets revealed that the expression profile of the CR‐MF diet switch mice again strongly shifted from the CR profile toward the lifelong MF cluster.

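Of 54 genes of AMPK signalling, 2 rose and 7 fell in MF relative to CR livers (4 and 11 when adjusted over the list alone), and 3 fell in CR-MF relative to CR (9 when adjusted over the list alone). Acaca, the acetyl-CoA carboxylase of fatty acid synthesis, fell by 0.66 in MF (standard error 0.18, n = 7 and 5, adjusted p = 0.0368 from limma) and by 0.82 in CR-MF (standard error 0.18, adjusted p = 0.0342). Irs2, an adaptor of the insulin receptor, fell by 0.81 in MF (standard error 0.18, adjusted p = 0.0131), and Fasn, fatty acid synthase, fell by 1.11 in MF (standard error 0.30, adjusted p = 0.0284). Of 61 genes of PI3K/AKT signalling, 2 rose and 1 fell in MF, and adjusted over the list alone the numbers were also 2 and 1: Pik3r1, the regulatory subunit of PI3K (0.39, standard error 0.11, adjusted p = 0.04), Ywhah, a 14-3-3 protein (0.27, standard error 0.08, adjusted p = 0.0401), and Them4, which binds AKT (−0.61, standard error 0.13, adjusted p = 0.00911). Of 60 genes of insulin and IGF signalling, 1 rose and 4 fell in MF (2 and 8 when adjusted over the list alone). Igfbp2, an IGF-binding protein, was at a mean log2 level of 11.12 ± 0.29 (SD, n = 5) in CR, 10.36 ± 0.48 (n = 7) in CR-MF and 9.28 ± 0.71 (n = 7) in MF (MF against CR, adjusted p = 0.000685). On the first component of the AMPK genes (25.1% of the variance), CR-MF differed from CR by 4.84 (two-sided exact permutation p = 0.00379, adjusted p = 0.00568) and from MF by −2.29 (exact permutation, adjusted p = 0.143), and MF from CR by 7.12 (adjusted p = 0.00568). The AMPK difference between CR-MF and MF passed the exact permutation test for 2 of 14 choices of 1 mouse left out (lowest adjusted p = 0.0338). For PI3K/AKT (24.4%), CR-MF differed from CR by 3.47 (exact permutation p = 0.119, adjusted p = 0.178) and from MF by −2.31 (adjusted p = 0.257), and MF from CR by 5.78 (adjusted p = 0.0189). For insulin and IGF signalling (26.8%), these values were 2.75 (exact permutation p = 0.192, adjusted p = 0.192), −3.50 (adjusted p = 0.158) and 6.25 (adjusted p = 0.0227). On the axis from CR (0) to MF (1) in the same gene sets, CR-MF lay at 0.905 (jackknife standard error 0.148) for AMPK, 0.454 (0.278) for PI3K/AKT and 0.635 (0.207) for insulin and IGF signalling. The AMPK score over list members fell in 7 of 7 MF mice, by 0.14 from CR (exact permutation, adjusted p = 0.0257; camera adjusted p = 0.0589, and adjusted p = 0.347 with an estimated correlation), a call that ended without the CR mouse B4_1 (adjusted p = 0.0616 from the exact test). Between CR-MF and CR this score differed by −0.17 in 7 of 7 CR-MF mice and did not pass the exact permutation test (adjusted p = 0.0772).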

### 2.4 Identification of upstream regulators of the CR‐associated genes in the liver

Next, by applying IPA, we searched for predicted upstream regulators of the 354 CR‐associated genes. This analysis corroborates expression changes from multiple genes, which decreases the likelihood that any one that might be rendered insignificant by post‐transcriptional regulation would lead to a misleading biochemical/physiological surmise. The results presented in Table 1 show the top 10 predicted upstream regulators revealing highly significant *p*‐values (10^−10^–10^−3^). We observed that the regulators related to hepatic fibrosis including transforming growth factor β1 (TGFβ1), interleukin‐1β (IL‐1β), and hypoxia‐inducible factor 1‐α (HIF1α) were inhibited (activation *z*‐score <−2.000). Two of these regulators, IL‐1β and HIF1α, are also related to inflammation. Furthermore, acyl‐CoA oxidase 1 (ACOX1), which has been previously linked to NAFLD for its role in lipid metabolism, was predicted to be activated. 

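Of 32 measured target genes of TGFβ1, 3 rose in MF relative to CR livers and none fell (16 rose and 1 fell when adjusted over the list alone). Among them were Bgn and Pmepa1, an inhibitor of SMAD signalling, which rose by 0.61 (standard error 0.15, n = 7 and 5, adjusted p = 0.0188 from limma) and was CR-associated. Of 28 targets of IL-1β, 4 rose (6 when adjusted over the list alone). Csf1, the macrophage growth factor, rose by 0.54 (standard error 0.13, adjusted p = 0.0172), Tnfaip3, an inhibitor of NF-κB, by 0.78 (standard error 0.22, adjusted p = 0.037), and Lcn2 and Saa2, acute-phase proteins, by 2.07 (standard error 0.52, adjusted p = 0.0209) and 2.81 (standard error 0.75, adjusted p = 0.0287). Of 27 targets of HIF1α, 4 rose (8 rose and 1 fell when adjusted over the list alone), among them Egln3, a prolyl hydroxylase that marks HIF1α for degradation (1.15, standard error 0.30, adjusted p = 0.0278), and Hk1, a hexokinase (0.41, standard error 0.12, adjusted p = 0.0417). The genes of the regulators themselves did not pass the test between MF and CR: Tgfb1 differed by 0.47 (adjusted p = 0.196), Il1b by 0.45 (adjusted p = 0.422) and Hif1a by −0.06 (adjusted p = 0.762). The paper predicts the activation state of a regulator from its targets, which is not the level of its mRNA. Between MF and CR the target scores differed by 0.37 for TGFβ1 and 0.62 for IL-1β, each in 7 of 7 MF mice (two-sided exact permutation, adjusted p = 0.0257 for both), and by 0.29 for HIF1α in 5 of 7 mice (adjusted p = 0.203). By camera with an estimated correlation, adjusted p = 0.347, 0.347 and 0.351. Scores of immune cell markers were higher in MF than in CR as well, by 0.77 for neutrophils and 0.49 for macrophages, each in 6 of 7 MF mice. Neither passed the exact permutation test (adjusted p = 0.0577 for both), and the MF mouse C4_1 stood apart for neutrophil markers. MHC class II presentation was 1.00 higher in 7 of 7 mice (exact permutation, adjusted p = 0.044, and by camera with an estimated correlation 0.347). Between CR-MF and MF the differences were −0.31 for TGFβ1 in 6 of 7 CR-MF mice, −0.11 for IL-1β and −0.31 for HIF1α in 7 of 7 mice (exact permutation, adjusted p = 0.169, 0.773 and 0.169). Within plates G150, G151 and G152 the TGFβ1 difference was −0.4, −0.4 and 0.24 and that of HIF1α −0.42, −0.09 and 0.02. Among targets with p under 0.01 between MF and CR, 3 of 8 of TGFβ1 (37.5%), 2 of 7 of HIF1α (28.6%) and 0 of 5 of IL-1β were CR-associated. These target lists are other than the ones behind the paper's prediction, so the shares do not test it. The TGFβ1 call ended without the CR mouse B4_1 (exact permutation, adjusted p = 0.0693), and the IL-1β call for 4 of 12 choices of 1 mouse left out, as did that of Saa2 for 6 and that of Lcn2 for 3.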

ACOX1 activity represents fat oxidation, which helps to prevent the accumulation of fat in the liver.

**Table 1:** Upstream regulators of the 354 CR‐associated genes

Top 10 upstream regulator	Target genes (*n*)	*p*‐value^a^	Activation *z*‐score^b^	Predicted activation state^b^
ACOX1	17	1.32 × 10^−10^	3.153	Activated
TGFβ1	59	1.40 × 10^−9^	−3.581	Inhibited
AHR	19	1.04 × 10^−6^	2.523	Activated
IL‐1β	32	3.82 × 10^−6^	−2.774	Inhibited
COMMD1	5	1.56 × 10^−5^	2.236	Activated
Alpha‐catenin	10	1.94 × 10^−5^	2.618	Activated
BTNL2	8	2.61 × 10^−5^	−2.121	Inhibited
HIF1α	16	2.04 × 10^−4^	−2.140	Inhibited
ERK	11	9.71 × 10^−4^	−2.121	Inhibited
CD44	9	1.06 × 10^−3^	−2.449	Inhibited

a Based on previous knowledge of expected effects between upstream regulators and their target genes in the IPA database, upstream regulator analysis was performed. Top 10 predicted upstream regulators are presented.

b Another standard statistical measure in upstream regulator analysis in IPA is activation *z*‐score. The known effect (activation or inhibition) of an upstream regulator was compared with observed changes in gene expression. Based on the concordance between the two, an activation *z*‐score was determined, showing whether the predicted upstream regulator was activated (*z*‐score >2), inhibited (*z*‐score <−2) or uncertain.

### 2.5 Development of hepatic steatosis, but no hepatic fibrosis/injury, in the CR‐MF diet switch group

Next, we explored the CR‐MF diet switch effect on NAFLD development in more detail. Firstly, the measurement of plasma insulin level, one of important factors in the pathogenesis of NAFLD, revealed that the level increased in the CR‐MF mice in response to the diet switch, but did not reach the level of the lifelong MF‐exposed animals (Figure 3a). Plasma glucose levels of the animals in CR‐MF diet switch did not significantly differ from other groups (Fig. S4a). The plasma alanine transaminase (ALT) level, a marker for liver injury, was markedly elevated only in the lifelong MF diet group but not in any of the other intervention groups (Figure 3b). The measurement of hepatic steatosis, which is represented by intrahepatic triglyceride (IHTG) content, revealed that after the diet switch the level of fat accumulation in the liver of the CR‐MF diet group significantly increased to a level comparable to the lifelong MF‐exposed mice (Figure 3c). The measurement of liver 4‐hydroxyproline content, a marker for hepatic fibrosis, showed elevated levels in the lifelong MF‐exposed animals, but not in the CR‐MF group (Figure 3d). This result was confirmed by collagen staining of liver sections (Figures 3e and S4b). To summarize, the 4 months exposure to MF diet resulted in elevated insulin and IHTG levels, but did not induce the progression of NALFD to liver fibrosis and injury.

**Figure 3:**
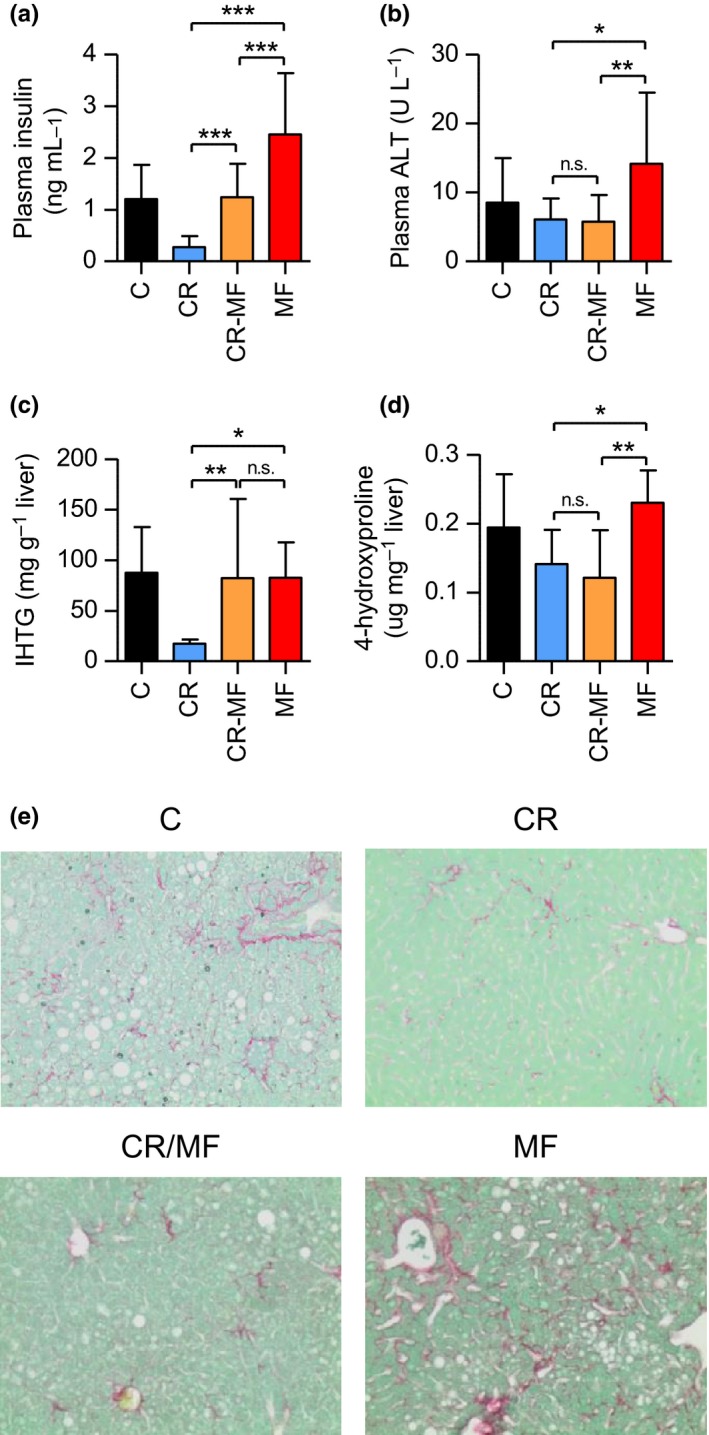
The CR‐MF diet switch group demonstrated elevated insulin and IHTG levels, but comparable plasma ALT and liver hydroxyproline compared to the CR group. (a) Fasting plasma insulin level. (b) Plasma ALT. (c) IHTG content. (d) Liver 4‐hydroxyproline content. Statistical difference was determined by one‐way ANOVA followed by Tukey post‐test. *p <* *.05; **p <* *.01; ***p <* *.001. (e) Collagen staining on liver sections (original magnification 200×)

### 2.6 CR‐MF diet switch shifted plasma N‐glycomics profile without altering the gene expression level of *Fut8*, one of the major glycosyltransferase

Previous studies have shown that plasma N‐glycosylation profiles are associated with chronic liver diseases (Blomme et al., 2011). The results presented in Figure 4a show that all three major N‐glycan structures previously identified (Vanhooren et al., 2011), bigalactosylated, biantennary glycan (NA2), agalactosylated, core‐α‐1,6‐fucosylated biantennary glycan (NGA2F) and bigalactosylated, core‐α‐1,6‐fucosylated biantennary glycan (NA2F), were significantly different between the lifelong CR and MF diet groups. The levels of NA2, NGA2F, and NA2F in the CR‐MF diet group were in between those of the CR‐ and MF‐fed animals, but did not differ significantly from either of the two intervention groups. Previous research has shown that expression and activity of α‐1,6‐fucosyltransferase (*Fut8)* in the liver were strongly associated with the plasma profiles of the three N‐glycan structures (Vanhooren et al., 2011). 

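The gene Fut8 (transcript cluster 10396712), whose enzyme adds the core fucose of N-glycans, had a mean log2 level of 5.87 ± 0.14 (SD, n = 5) in CR and 6.36 ± 0.32 (n = 7) in MF livers. It was 1.41-fold higher in MF (log2 difference 0.49, standard error 0.13, adjusted p = 0.0284 from limma). The call ended without the CR mice B4_1 (0.44, adjusted p = 0.0845), B4_13 (adjusted p = 0.0528) or B4_3 (adjusted p = 0.0627), without the MF mouse C4_11 (0.40, adjusted p = 0.0544), and within plate G150 (adjusted p = 0.118). It also ended with all transcript clusters tested, named or not and with no filter (adjusted p = 0.0563), with the C arrays left out of the fit (adjusted p = 0.0615), with only the CR and MF arrays (adjusted p = 0.0762) and with the well row as a block, a choice made after seeing the data (0.47, adjusted p = 0.173).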

In our study, *Fut8* expression differed significantly between CR and MF‐exposed mice (Figure 4b; confirmed by qPCR analysis in Fig. S5). However, *Fut8* was one of the 354 CR‐associated genes of which the expression did not alter in response to the diet switch. 

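In CR-MF livers Fut8 was at 5.81 ± 0.24 (SD, n = 7), which differed from CR by −0.06 (adjusted p = 0.886 from limma). It was lower than in MF, with a log2 difference of −0.55 (standard error 0.12, n = 7 and 7, adjusted p = 0.0174). The CR-MF mouse BC4_11 stood apart from the other 6 in the level of Fut8. Leaving out any 1 mouse did not end the difference from MF, and fitting only the arrays of both groups did (adjusted p = 0.1).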

We further explored other genes involved in glycosylation biosynthesis and degradation (Table S2) and found that a number of genes in these processes were strongly correlated with the three N‐glycan structures. Notably, NGA2F was correlated with ribophorin I (*Rpn1*), NA2 with mannosyl‐oligosaccharide glucosidase (*Mogs*) and hexosaminidase B (*Hexb*), and NA2F with ribophorin II (*Rpn2*) and UDP‐glucose glycoprotein glucosyltransferase 1 (*Uggt1*). *Rpn1* and *Rpn2* are genes in transferring glycans to asparagine residues, *Mogs* supports the trimming of N‐glycan in endoplasmic reticulum (ER), *Hexb* is involved in N‐glycans degradation, and *Uggt1* contributes to the regulation of N‐glycan quality control (Clarke, Novak, Lake, Hardwick, & Cherrington, 2017). Interestingly, expression levels of *Rpn2* and *Uggt1* differed significantly between CR and MF‐exposed mice, and the CR‐MF diet group showed similar expression levels to those of the MF group (Figure 4c). Therefore, this indicates that although *Fut8* did not change following the CR to MF diet switch, the altered glycosylation was influenced by other mechanisms involved in N‐glycan biosynthesis.

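Rpn2 (transcript cluster 10477946) had a mean log2 level of 9.89 ± 0.07 (SD, n = 5) in CR, 9.72 ± 0.09 (n = 7) in CR-MF and 9.70 ± 0.08 (n = 7) in MF livers. It fell by 0.20 from CR to MF (standard error 0.06, adjusted p = 0.0375 from limma), and its differences between CR-MF and CR (−0.18, adjusted p = 0.157) and between CR-MF and MF (0.02, adjusted p = 0.890) did not pass the adjusted test. Unadjusted, the first of these passes at 0.01 by limma. Uggt1 (transcript cluster 10353803) was at 9.60 ± 0.13, 9.36 ± 0.15 and 9.31 ± 0.20 in the same groups. It differed by −0.29 between MF and CR (standard error 0.09, adjusted p = 0.0546; unadjusted, the test of limma passes at the 0.01 of the screens), by −0.24 between CR-MF and CR (adjusted p = 0.224; unadjusted, it passes at 0.05 and not at 0.01) and by 0.04 between CR-MF and MF (adjusted p = 0.846). Between MF and CR, Rpn1 differed by −0.19 (adjusted p = 0.165) and Mogs by −0.24 (adjusted p = 0.2). Of 54 genes of N-glycan synthesis and processing, 4 rose and 1 fell in MF relative to CR (4 and 3 when adjusted over the list alone). Among those that rose were Man2b2, a lysosomal mannosidase (0.40, standard error 0.10, adjusted p = 0.017), and Hexa, a subunit of lysosomal hexosaminidase (0.54, standard error 0.14, adjusted p = 0.0223). The score of the list differed by 0.05 between MF and CR (two-sided exact permutation, adjusted p = 0.278) and by −0.02 between CR-MF and CR (adjusted p = 0.704). The call of Rpn2 ended for 8 of 12 choices of 1 mouse left out, most without the CR mouse B4_3 (−0.17, adjusted p = 0.112), with quantile normalization (−0.16, adjusted p = 0.0814) and within plate G150 (adjusted p = 0.235). It also ended with all transcript clusters tested, named or not and with no filter (adjusted p = 0.0645), with the C arrays left out of the fit (0.0635), with only the 2 groups (0.0851), with the animal number as a block (0.111) and, chosen after seeing the data, with all clusters (0.0528) and with the well row as a block (−0.22, adjusted p = 0.134).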

**Figure 4:**
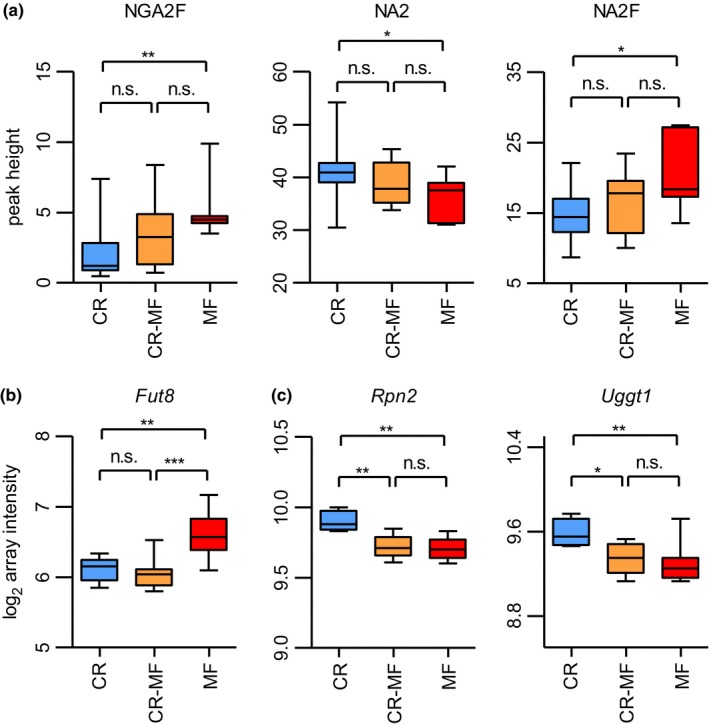
Plasma N‐glycosylation profile and expression levels of glycosylation modifying genes *Fut8*,* Rpn2,* and *Uggt1*. (a) Plasma levels of three N‐glycans, NGA2F (peak 1), NA2 (peak 5), and NA2F (peak 6) had shifted following the CR‐MF diet switch. Statistical significance was assessed by one‐way ANOVA followed by Tukey post‐test analysis. (b) The expression levels of CR‐associated gene *Fut8* in the CR‐MF diet switch group remained similar to those of CR and significantly differed from the expression levels of MF's. (c) Following the diet switch, gene expression levels of *Rpn2* and *Uggt1* in the CR‐MF group decreased. Statistical difference for the gene expression data was determined by intensity‐based moderated *t*‐statistic (IBMT) *p*‐value. *p <* *.05; **p <* *.01; ***p <* *.001

### 2.7 The relationship between physiological and gene expression level in hepatic steatosis development following the CR‐MF diet switch

While IHTG levels were significantly increased in the CR‐MF diet switch group, cluster of differentiation 36 (*Cd36*), a key fatty acid transporter in the development of hepatic steatosis (Sheedfar et al., 2014), did not follow the same pattern. As one of the 354 CR‐associated genes which expression did not alter in response to the diet switch, *Cd36* displayed significant difference between the CR and MF intervention groups but its expression did not adapt to the MF diet after the diet switch (Figure 5a; confirmed by qPCR analysis in Fig. S5). 

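Cd36 (transcript cluster 10528207) had a mean log2 level of 10.36 ± 0.46 (SD, n = 5) in CR, 10.20 ± 0.62 (n = 7) in CR-MF and 11.25 ± 0.24 (n = 7) in MF livers. It was 1.85-fold higher in MF than in CR (log2 difference 0.89, standard error 0.23, adjusted p = 0.0276 from limma) and differed from MF in CR-MF by −1.05 (standard error 0.21, adjusted p = 0.0120). CR-MF differed from CR by −0.16 (adjusted p = 0.826). Cd36 is also among the adipocyte markers, whose score differed by −0.49 between CR-MF and MF, in 7 of 7 CR-MF mice (two-sided exact permutation p = 0.0105, adjusted p = 0.0677). The call between MF and CR ended without the CR mice B4_1 (adjusted p = 0.0653), B4_13 (adjusted p = 0.0631) or B4_3 (0.74, adjusted p = 0.092), and within plate G150 (0.58, adjusted p = 0.231). It also ended with all transcript clusters tested, named or not and with no filter (adjusted p = 0.0548) and with the C arrays left out of the fit (adjusted p = 0.0518) and with the animal number as a block (0.81, adjusted p = 0.112).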

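Cav1 (transcript cluster 10536499), a protein of membrane caveolae, had a mean log2 level of 6.09 ± 0.20 (SD, n = 5) in CR, 6.49 ± 0.42 (n = 7) in CR-MF and 6.27 ± 0.35 (n = 7) in MF livers. It differed by 0.41 between CR-MF and CR (standard error 0.18, adjusted p = 0.333 from limma; unadjusted, the test passes at 0.05 and not at 0.01) and by 0.18 between MF and CR (adjusted p = 0.564). Fabp4 (transcript cluster 10497265), a fatty acid binding protein of adipocytes and macrophages, was at 6.73 ± 0.19, 7.05 ± 0.78 and 8.30 ± 1.15 in the same groups. It rose by 1.56 from CR to MF (standard error 0.45, adjusted p = 0.0393), while the difference between CR-MF and CR was 0.31 (adjusted p = 0.818) and that between CR-MF and MF −1.25 (adjusted p = 0.123). Of 24 genes of fatty acid uptake, 2 rose and 1 fell in MF relative to CR, both over all genes and adjusted over the list alone, and the one that fell was Acsl4, an acyl-CoA synthetase (−0.58, standard error 0.15, adjusted p = 0.0263). Between CR-MF and MF, 2 fell and none rose (3 fell when adjusted over the list alone), Cd36 and Vldlr, the receptor of very low density lipoprotein (−1.02, standard error 0.17, adjusted p = 0.0032). The score of the list differed by −0.16 between CR-MF and MF, in 7 of 7 CR-MF mice (two-sided exact permutation p = 0.00699, adjusted p = 0.0533), and by −0.04 between CR-MF and CR (adjusted p = 0.749). Between MF and CR its median difference was −0.01 and its mean 0.12, which differ in sign (exact permutation, adjusted p = 0.147). The call of Fabp4 ended for 9 of 12 choices of 1 mouse left out, with plate as a block (adjusted p = 0.0504) and within plate G150 (adjusted p = 0.129). It also ended with all transcript clusters tested, named or not and with no filter (adjusted p = 0.0779), without the C arrays (0.0593), with only the 2 groups (0.0726), with the animal number as a block (0.135) and, chosen after seeing the data, with all clusters (0.0578) and with the well row as a block (1.59, adjusted p = 0.185).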

Other fatty acid uptake/transporter genes were explored (Fig. S6 for genes without significant alteration), and we found that the expression levels of caveolin 1 (*Cav1*) (Figure 5b; confirmed by qPCR analysis in Fig. S4) and fatty acid binding protein 4 (*Fabp4*) (Figure 5b) were elevated in the CR‐MF diet group, implying that, while the *Cd36* expression was repressed, there were alternatives for fatty acid uptake.

**Figure 5:**
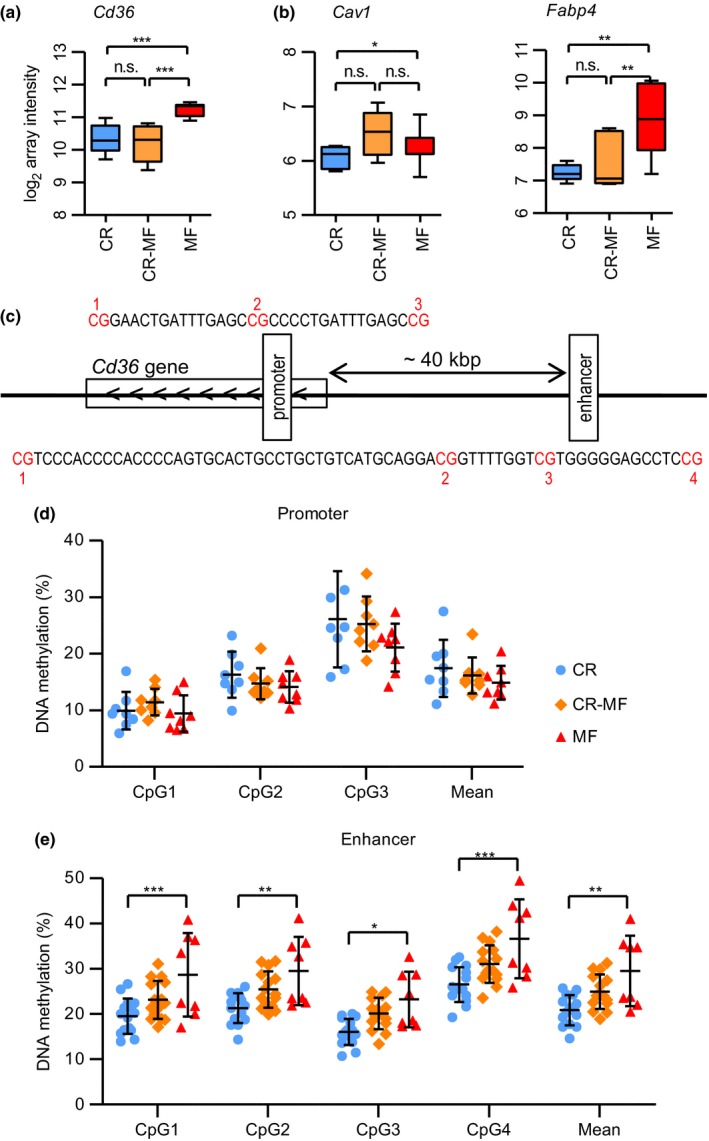
The gene expression levels of fatty acid uptake‐related genes *Cd36, Cav1,* and *Fabp4* and DNA methylation levels of *Cd36*. (a) The gene expression levels of CR‐associated gene *Cd36*. (b) The gene expression levels of *Cav1* and *Fabp4*. Statistical significance of the gene expression data was determined by intensity‐based moderated *t*‐statistic (IBMT) *p*‐value. (c) The location of promoter and enhancer region upstream of *Cd36*. (d) DNA methylation levels of CR, CR‐MF, and MF in the promoter region. (e) DNA methylation levels in the intergenic enhancer region. Differences on methylation levels were analyzed using two‐way ANOVA followed by post hoc Bonferroni test. *p <* *.05; **p <* *.01; ***p <* *.001

### 2.8 Differentially methylated enhancer region was found in the intergenic region adjacent to *Cd36*

As *Cd36* plays an important role in the development of NAFLD, the mechanism behind its gene repression in the CR‐MF diet switch is of biological interest. A possible mechanism underlying the *Cd36* repression is by altering the DNA methylation of regions of the gene involved in transcription regulation. To explore this possibility, we analyzed the DNA methylation level of the promoter and enhancer region of *Cd36*. Promoter and weak enhancer regions were obtained from the mouse ChromHMM track (Ernst & Kellis, 2012) and identified to be present in the gene body and a distant upstream region, respectively (Figures 5c and S7 for detailed chromosomal position and epigenetic features). As shown in Figure 5d, we did not find a significant difference for the methylation level in the promoter region. However, the methylation levels of all 4 CpG sites analyzed in the enhancer region were significantly higher in the MF diet group compared to the levels in CR group (Figure 5e). Interestingly, although the methylation levels of the CR‐MF diet switch group were slightly increased compared to the lifelong CR mice, the methylation percentage of each of the CpGs was markedly lower compared to the lifelong MF‐exposed animals.

## 3 DISCUSSION

In this study, we aimed to investigate the systemic and liver‐specific responses of 24‐month‐old, lifelong CR‐exposed mice to 4 months of MF intervention. Our data revealed that in the diet switch group, most of the CR‐related features shifted to the MF profile: (i) whole‐body adiposity, (ii) hepatic steatosis, (iii) global transcriptome, and (iv) CR‐specific molecular features including IGF‐1/insulin signaling, oxidative phosphorylation, and AMPK signaling. These results show that the CR‐MF‐exposed animals have great plasticity in coping with the challenge of the MF diet. We also show that a number of CR‐related features were maintained in the CR‐MF group: (i) the prevention of hepatic fibrosis and injury, (ii) the improved survival, and (iii) the expression levels of a subset of CR‐related genes that were not altered by 4‐month exposure to the MF diet. Expanding the late‐life MF diet exposure period or challenging the mice with a high‐fat diet or acute liver injury would be of interest to further explore the protective effect induced by the CR diet.

Even after a long‐term exposure to the CR diet until an old age of 24 months, the mice were not adapted to the low energy intake and displayed extreme hyperphagia. The lifelong CR‐exposed mice in our aging cohort demonstrated their anticipation to receiving their daily food allotment by a burst in their activity level just prior to the regularly scheduled feeding (Van Norren et al., 2015). The hyperphagic response is an indicator that hunger persists even after a long‐term CR (Hambly, Mercer, & Speakman, 2007) and is maintained until body weight reaches the level of the *ad libitum*‐fed animals (Selman & Hempenstall, 2012). It is followed by a dramatic weight gain, adipose tissue expansion, and hepatic steatosis. This depicts a thrifty “catch‐up fat” characteristic, in which metabolic processes have evolved to be efficient in storing excessive energy once an energy supply is available (Barnes & Ozanne, 2011). Therefore, our experiment indicates that a lifelong application of the CR regimen is not able to acclimatize the mice to low energy intake and to resist the thriftiness, when the food availability is no longer restricted. The fact that the mice, even after lifelong exposure to a CR diet, are still not adjusted to the low‐calorie intake is something to take into consideration with regard to the human situation. If a constant hunger experience is the side effect of a CR diet, even at the long run, it can be questioned whether this suffering is compensated for by living a long and healthy life. Our results endorse the search for alternatives to CR regimen, in which food restriction is not continuously applied, for example, intermittent CR (Brandhorst et al., 2015; Rusli et al., 2015, 2017); or CR‐mimetics (Gillespie, Pickering, & Eskiw, 2016; Ingram & Roth, 2015), compounds that produces CR‐like effects on longevity without requiring the reduced food intake.

Food intake measurements revealed an unanticipated increase in MF diet group between 26 and 28 months of age, which was contrary to the typically decreasing intake at old age (Hamrick et al., 2006). In a study that compares young and old mice, it was revealed that the old mice drop significantly more food than the young ones, which possibly contributed to age‐related decline in oral motor function and/or dentition and/or joint impairment (Starr & Saito, 2012). Therefore, the correction for small pieces of food pellets spoiled in the cages could be crucial to avoid an overestimation of the food intake at old age.

Following the CR‐MF diet switch, the beneficial effects of a CR diet on the liver transcriptomic profile changed dramatically, confirming the results of previous investigations (Dhahbi et al., 2004; Giller et al., 2013). This could be explained by the dependence of a number of CR‐mediated pathways (e.g., oxidative phosphorylation, AMPK signaling) on energy depletion/stress (Burkewitz, Zhang, & Mair William, 2014). Despite the pronounced alteration of the transcriptomic profile, in our study, we found a set of 354 CR‐associated genes, which expression remained to be comparable with the expression levels of the lifelong CR intervention group. Possible explanations for this difference include the experimental settings, that is, mouse strains, the varying length of exposure to CR, severity of calorie reduction, type of diets used, age of mice at time point of observation, the use of different microarray platforms with different amounts of annotated genes (B6C3F1 mice, 44E% CR from 7 till 32 months, micronutrients supplementation to reach adequate level was not specified, fed at the beginning of light phase, followed by 8 weeks of control AIN‐93M diet, Affymetrix Mu11K sets A and B oligonucleotide arrays in Dhahbi et al. (2004); C57BL/6JRj mice, 25E% CR with micronutrients supplementation from 6 to 8 weeks of age for 6 months, followed by 6 months of Standard diet, Agilent Sure Print G3 Mouse Gene Expression 8x60K Arrays in Giller et al. (2013); C57BL/6J mice, 30E% CR with micronutrients supplementation from 2 till 24 months, followed by 4 months of MF diet, Affymetrix GeneChip Mouse Gene 1.1 ST arrays in this study).

One of the most intriguing findings in the current study emerged when we investigated to what extent the CR‐associated genes are linked to their related phenotypes. Previous studies on *Fut8* hepatic expression and plasma glycosylation profile show the modulation of *Fut8* expression and NGA2F, NA2, and NA2F plasma levels during aging and chronic liver diseases (Blomme et al., 2011; Vanhooren et al., 2011). Expression of this gene did not alter during the 4‐month exposure to MF diet, but a slight shift in the fucosylated N‐glycan levels, NGA2F and NA2F, in the plasma was observed. We found that other genes (*Rpn1*,* Rpn2*,* Mogs*,* Hexb*,* Uggt1*), which are all involved in other key steps in N‐glycan biosynthesis/processing, might be responsible for the altered glycosylation profile in the CR‐MF diet switch group. As hepatic steatosis has been reported to disturb the function of ER in hepatocytes (Baiceanu, Mesdom, Lagouge, & Foufelle, 2016), the fact that the mice exposed to CR‐MF diet switch developed hepatic steatosis might contribute to ER stress and stress responses which consequently affected N‐glycan processing in the ER. Another possibility is the presence of other fucosyltransferases, such as *Fut2* and *Fut3* in the gut (Drake et al., 2010), which leads to plasma glycosylation profile modification by multiple tissues.

Another intriguing discrepancy in gene expression and physiological outcome is the hepatic expression of *Cd36*, a fatty acid transport gene which overexpression increases susceptibility to accumulate liver fat (Koonen et al., 2007; Sheedfar et al., 2014). The deletion of this gene has previously been shown to cause resistance to diet‐induced hepatic steatosis (Clugston et al., 2014). In our study, we found that, despite of the development of hepatic steatosis, the expression of *Cd36* in the CR‐MF group remains low, comparable to the expression levels in the lifelong CR diet group. The role of fatty acid transport was seemingly compensated by increased expression of *Cav1* and *Fabp4*. This demonstrates that, after lifelong exposure to a CR diet, the system is still plastic and can adapt to a MF diet, but that alternative genes might be used when a certain function needs to be carried out.

Furthermore, we found that the methylation status of the far upstream enhancer (~40 kbp from the transcription start site), but not of the promoter region of the *Cd36* was affected by the MF diet. Although this observation implies that changes in DNA methylation might be responsible for the altered expression levels of the *Cd36,* our results remain inconclusive. First of all, the methylation levels of the CR‐MF diet switch group are in between those of the CR and MF groups, while the expression levels remain similar to those of the lifelong CR‐exposed mice. Secondly, in the MF intervention group, both gene expression and methylation levels of the enhancer region of *Cd36* were significantly increased, compared to the CR‐fed mice. Decreased *CD36* expression together with decreased DNA methylation has recently been shown in response to a hypocaloric diet‐induced weight loss in female subjects (Do Amaral, Milagro, Curi, & Martínez, 2014). Similar to what we observed, this study showed that gene expression and DNA methylation levels are positively associated. However, the results presented in the study show differential methylation region close to the transcription start site, while in our study, methylation of the enhancer was altered. Further studies are required to unravel the relation between gene expression and DNA methylation for the *Cd36* gene.

To conclude, despite a long term of adulthood CR (22 months), the CR‐MF mice did not become metabolically or physiologically implacably fixed in the state of functioning that CR engendered. The CR‐MF diet switch group developed hyperphagia causing weight gain and hepatic steatosis. Furthermore, the liver transcriptomic profile of CR‐MF group largely shifted to a profile similar to the MF‐fed animals, leaving only ~22% of the 1,578 differentially regulated genes between the CR and MF diet groups comparable with the expression of the lifelong CR group. As illustrated by the analysis of *Cav1*,* Fabp4,* and *Cd36* expressions and their relations with hepatic steatosis, the liver has a robust metabolic network that includes multiple regulators contributing its plasticity in coping with the challenge of MF diet. Therefore, although the diet switch was performed at an old age, the CR‐MF‐exposed mice showed plasticity in adapting to the MF diet without developing severe liver pathologies, which likely contributes to the maintenance of the CR‐improved survival.

## 4 MATERIAL AND METHODS

### 4.1 Ethics statement

The institutional and national guidelines for the care and use of animals were followed and the Local Committee for Care and Use of Laboratory Animals at Wageningen University approved the experiment (code number: drs‐2010151b).

### 4.2 Animals and diets

The animal study was a part of a mice aging cohort (Rusli et al., 2015, 2016). Male C57BL/6J mice (Janvier, Cedex, France) arrived at 7 weeks of age and allowed to acclimate for 2 weeks, receiving standard AIN‐93G (Research Diet Services, Wijk bij Duurstede, the Netherlands) upon arrival. At the start of the diet intervention, the mice were 9 weeks old and randomly distributed into three intervention groups: (i) Control diet receiving AIN‐93W diet *ad libitum* (*n* = 89); (ii) CR diet receiving AIN‐93W‐CR in portions containing 70E% of the mean energy intake of the group of the control mice were provided each day at 15.30 (*n* = 117); (iii) medium‐fat diet (MF) receiving AIN‐93W‐MF *ad libitum* (*n* = 127). AIN‐93W‐CR contained increased concentration of vitamins and minerals content to feed these mice the same concentrations of micronutrients as the mice receiving AIN‐93W diet and avoid malnutrition. Complete diet composition is listed in Table S3 (Research Diet Services, Wijk bij Duurstede, the Netherlands). All mice were provided with *ad libitum* access to water. The mice were housed individually in the light and temperature (20°C)‐controlled animal facility of Wageningen University (12‐h light/dark cycle, light on at 04.00).

The long‐term dietary invention was continued until a sacrifice at the age of 28 month, but in addition to the three diet groups, at 24 month, the animals in the CR diet group were randomly assigned either to remain on the CR diet (*n* = 30) or undergo a diet switch to the MF diet (*n* = 32). This resulted in a group of 25–32 animals in each group at 24 months. Anticipating that the animals would not be used to *ad libitum* feeding after exposure to CR for a long term, the food intake was increased gradually, by addition of 10E% per week. Therefore, it took 3 weeks for the animals to be allowed to have MF *ad libitum*. Body weight of all mice was recorded weekly. Food intake of 20 mice of each intervention group was measured every 2 months. Portion sizes of the mice on the CR were based on the mean food intake of the C‐exposed mice measured for 7 days.

At the age of 28 months, 8–11 mice of each intervention group were sacrificed between 14.00 and 17.00 on three consecutive weeks. Prior to sacrifice, each mouse was first fasted for 4 hr after which they received an intragastric gavage of either Wy‐14,643 (Wy) substance solved in 0.5% carboxymethyl cellulose (CMC) or just the 0.5% CMC solvent and then fasted again for another 6 hr. All mice were used for the phenotypic measurements (bodyweight, food intake, etc.). The aim of the Wy‐treatment was to perform a PPARα adaptive capacity analysis, which has been covered in a separate publication (Rusli et al., 2016). As Wy‐treatment causes an effect on gene expression level, these animals were not included in the transcriptomic analysis. After sedation with isoflurane (1.5%), in a mixture of nitrous oxide (70%) and oxygen (30%), blood samples were collected by cardiac puncture, then followed by neck dislocation. Weight of various organs was measured and snap‐frozen and stored at −80°C until further molecular/biochemical analysis.

### 4.3 Plasma and liver markers analyses

Plasma IL‐6 and CCL2 levels were measured using a Mouse Adipokine (MADKMAG‐71K) kit, while plasma IFNγ, TNF, IL‐1α, IL‐1β, IL‐2, IL‐7, IL‐10, IL‐15, CCL3, CCL4, CCL5, CXCL1, CXCL9 and CXCL10 from Mouse Cytokine (MCYTMAG‐13K) kit (Millipore, Billerica, MA, USA), according to the manufacturer's instructions. Plasma glucose was measured with Glucose GOD FS (DiaSys, Holzheim, Germany), according to the manufacturer's protocol. The insulin and ALT determination in the plasma, as well as the hepatic triglycerides and hydroxyproline analysis, have been previously described (Rusli et al., 2015, 2016).

### 4.4 Microarray hybridization

Prior to the microarray hybridization, total RNA was isolated and checked for its quality (see Appendix S1 for details). Hybridization, washing, and scanning of Affymetrix GeneChip Mouse Gene 1.1 ST arrays were performed according to standard Affymetrix protocols. Microarray analysis was performed in MADMAX, a pipeline for statistical analysis of microarray data (Lin et al., 2011). Arrays were normalized using the Robust Multiarray Average method (Bolstad, Irizarry, Åstrand, & Speed, 2003; Irizarry et al., 2003). Probe sets were defined according to Dai et al. (2005). In this method, probes are assigned to unique gene identifiers, in this case Entrez IDs. The probes on the Gene 1.1 ST arrays represent 21,225 Entrez IDs. For the analysis, only genes having 1) an interquartile range of entire dataset (including all of the groups) of >0.1 and 2) an intensity value of >20 on at least five arrays were taken into account and subsequently investigated for statistical analyses on differences between groups, which resulted in 15,417 genes in the dataset. Array data have been submitted to the Gene Expression Omnibus, with accession number GSE102593.

For the microarray data analysis, differentially expressed probe sets were identified using linear models (library limma) and the intensity‐based moderated *t*‐statistic (IBMT) method was applied. Resulting log_2_ intensities and *p*‐values were used for further descriptive bioinformatic analysis of the data. Heatmap and PCA plots were constructed using MultiExperiment Viewer version 4.8.1 (Saeed et al., 2006) and factomineR package in R, respectively. Pathway and upstream regulator analyses were performed in ingenuity pathway analysis (IPA; Ingenuity^®^ Systems).

### 4.5 Plasma glycomics analysis

N‐glycans on the plasma glycoproteins were analyzed using DNA‐sequencer‐Aided, Fluorophore‐Assisted Carbohydrate Electrophoresis (DSA‐FACE) technology. The same DSA‐FACE protocol used in (Borelli et al., 2015; Vanhooren, Laroy, Libert, & Chen, 2008) for the analysis of the human plasma N‐glycome was applied for the mouse plasma. N‐glycosylation was analyzed in 2 μl of total plasma (see Appendix S1 for detailed procedure). Five major glycan peaks, which had the same migration positions of the well‐known human N‐glycan structures (Fig. S8), were measured using a DNA‐sequencer ABI‐PRISM *3730xl* (Applied Biosystem, Foster City, CA, USA).

### 4.6 Bisulfite conversion and DNA methylation analysis

Genomic DNA was isolated from the liver using the classical proteinase K digestion and phenol: chloroform extraction (see Appendix S1 for detailed preparation). Bisulfite conversion and DNA methylation analysis by means of pyrosequencing were adapted from a previous study (Steegenga et al., 2014). For each sample, 1,000 ng of genomic DNA was bisulfite‐treated using the EZ‐96 DNA Methylation^™^ Kit (Zymo Research, Irvine, CA, USA) and eluted in 60 μl of TE. DNA methylation analysis was performed using PyroMark^™^ pyrosequencing technology (Biotage AB, Uppsala, Sweden). Primers were designed using PyroMark software, and the sequences of the primers used and their specific melting temperature are listed in Table S4. The single‐stranded PCR product (35 μl) is isolated and allowed to hybridize with a sequencing primer, and pyrosequencing was performed using the Q24 Pyrosequencing System (Qiagen, Venlo, the Netherlands) (see Appendix S1 for detailed procedure). CpG methylation was analyzed with the provided software.

### 4.7 Statistical analysis

Statistical analysis, except for the microarray gene expression data, was analyzed with GraphPad Prism 5.04 (Graphpad Software, La Jolla, California, USA). Differences between dietary interventions were analyzed using one‐way ANOVA followed by Tukey post‐test analysis. The alteration of DNA methylation levels in a specific region was evaluated with two‐way ANOVA followed by Bonferroni post‐test analysis. Results represented in bar graphs are shown as means ± standard deviation. For results plotted in box‐and‐whisker plots, the box extends from 25^th^ to 75^th^ percentiles with a line at median value, while the whiskers denote 5 and 95 percentiles. Pearson's correlation was used to determine the relationship between variables. Statistical significance for the survival of groups was established by the log‐rank analysis of Kaplan–Meier plots.

## CONFLICT OF INTEREST

None declared.

## AUTHOR CONTRIBUTIONS

FR, MM, and WTS conceived and designed the experiments. FR, CL, MVB, VB, CS, ALM, JvdH, and WTS performed the experiments and data analyses. FR and WTS wrote the manuscript. MVB, ALM, JvdH, SS, CF, and MM provided valuable feedback on the manuscript.

## Supporting information

 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

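RNA from the livers of 27 male C57BL/6J mice (8 C, 5 CR, 7 CR-MF and 7 MF mice, aged 28 months) was measured by the authors on Affymetrix Mouse Gene 1.1 ST arrays, 1 array per mouse. The deposited values are log2 intensities per transcript cluster, which the authors background-corrected, normalized and summarised with Robust Multiarray Average according to the processing notes that came with the arrays. The paper describes probe sets defined by Entrez ID, while the deposited table holds the transcript clusters of the manufacturer, so the number of genes differs from that in the paper. Signal over background and the number of arrays limit the precision, and every mouse is a biological replicate.

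Of the transcript clusters, 21218 had 1 gene symbol, 1881 had several and 12457 had none listed, and only those with 1 symbol were named. For a gene with several clusters, the one with the highest mean over all arrays was used. Of 18820 genes, 18790 were matched by gene ID to the RefSeq table of GRCm38.p6, no symbol changed and 30 were not matched. Genes with an intensity above 20 (log2 above 4.32) on at least 5 arrays and an interquartile range above 0.1 were kept, which left 13993 and took out 4827.

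Group means were compared with a linear model over all arrays (R 4.3.3, limma 3.58.1, lmFit and eBayes with an intensity trend, 23 residual degrees of freedom). Differences are given as log2 differences with the standard error from this fit, and adjusted p-values are Benjamini-Hochberg values over the genes that passed the filter. The CR-associated screen took genes with p under 0.01 between MF and CR, p of at least 0.05 between CR-MF and CR, p under 0.01 between CR-MF and MF, and the same direction of both differences from MF. A mirrored screen exchanged the roles of CR and MF. Because both differences of the screen share the MF arrays, it was also run on 50 simulations with no effects and on the 35 ways to split the MF arrays into parts of 3 and 4. The fits were tested on simulated data of 13993 genes, with 100 genes changed at each size of change. For a log2 change of 1, 96% were recovered between MF and CR, 91% between CR-MF and CR and 94% between CR-MF and MF. For 0.5 these shares were 60%, 61% and 67%, and false calls numbered 6, 3 and 8.

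The principal component analysis took the CR, CR-MF and MF mice, subtracted the C mean of each gene and scaled genes to unit variance. The position of CR-MF on the axis from CR to MF was computed without the bias that shared arrays give a plain projection, with a jackknife standard error. The 61 gene lists, with the settings, the comparisons and the rule for naming genes, were fixed before the data were examined. Lists were tested with camera (correlation preset to 0.01, and estimated) and with fry, which asks whether the genes of a list move on balance one way and does not compare them with other genes. List scores were compared by two-sided exact permutation tests, with Benjamini-Hochberg adjustment over the lists, and shares of CR-associated genes by two-sided Fisher's exact tests. Single measures, such as component scores, were compared by two-sided exact permutation tests, adjusted over the 3 pairs of groups.

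Named genes are all genes that the paper names, the 8 genes with the largest rise and the 8 with the largest fall per comparison at an adjusted p of 0.05 (leaving out unnamed genes and predicted gene models), 8 per direction in each screen, and the 4 members with the smallest p in each list. Alternatives tried were quantile normalization, median centring, no filter (with all transcript clusters tested, named or not), a stricter filter (intensity above 100), eBayes without a trend and with robust estimation, the intensity-based moderated statistic of the paper, array weights, fits on 2 or 3 groups, the plate code or the animal number as a block, plate G150 alone, other thresholds in the screens and leaving out each mouse. The plate and well codes come from the array names, and their reading as plate and well is inferred. The title of the array of the C mouse A4_9 ends in A4_9_2, while its listed mouse ID is A4_9, the ID used here; no other array has this ID, and what the suffix marks is not stated. Genes whose clusters carry several symbols or none were not analysed here, nor were the plasma, lipid, glycan and methylation measurements.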

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

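All tests of an explanation given here were chosen only after the result was seen, except the first of the 2 of immune cells in the CR-MF mouse BC4_11. A mouse is listed as apart where its gap to the nearest mouse of its group, divided by the range of the group, exceeded Dixon's critical value for the size of the group. Chance alone sets a mouse apart in about 1 in 20 groups. Here this happened in 40 of 553 groups (7.23%): 17 of 244 for gene list scores (6.97%), 22 of 300 for named genes (7.33%) and 1 of 9 for components and distances.

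Male-biased liver genes were higher and female-biased genes lower in CR-MF than in MF. The paper does not report this. A difference between array plates is argued against as the whole cause, since within plate G150 the male-biased score differed by 1.24 and the female-biased score by −0.9 (5 against 5 mice, exact permutation p = 0.00794 for each). A lower share of hepatocytes in MF is argued against too, since it would lower both sets of hepatocyte genes in MF, and the female-biased score differed by −0.91 while the hepatocyte core differed by 0.08. Well row and diet cannot be told apart, since 0 well rows hold both groups, and a biological effect of the diet history stays open, as untested.

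The CR-MF mouse BC4_11 lay near the MF mice on the axis from CR to MF (1.14, against at most 0.769 in the other CR-MF mice), and its markers of T and NK cells and of macrophages were high. Over 250 genes of hepatocyte metabolism the mouse was still at 0.752 (other CR-MF mice −0.0453 to 0.595), which was set beforehand to argue against more immune cells in the piece of liver. It does not decide this, since 76.8% of these genes were lower in MF than in CR, and other cells, by diluting hepatocyte transcripts, would move a mouse toward MF too. With the mean of each array over these genes subtracted, the mouse was at 0.522, above the other CR-MF mice (−0.158 to 0.396) but within 2 SD of their mean (0.187, SD 0.201), so immune cells in the piece cannot be told apart from a change within hepatocytes with 1 mouse. A shift of its plate, G152, is argued against by the other mice of that plate, whose mean deviation from their groups was −0.133 (A4_1 −0.436, B4_3 −0.0955 and C4_5 0.131, against 0.682 for BC4_11). An individual response to the diet or an illness of this mouse stays open, as untested.

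Interferon response genes were lower in CR than in C (score −0.53, exact permutation, adjusted p = 0.0474), a comparison in which no list passed camera with an estimated correlation. Their score was 0.65 higher in CR-MF than in CR, where 6 of 34 rose and none fell (23 rose when adjusted over the list alone; score in 7 of 7 mice, exact permutation p = 0.0164, adjusted p = 0.2; camera adjusted p = 0.43 with an estimated correlation). For CR against C, fewer immune cells in the CR livers could account for it, since the score minus the mean of 3 immune marker scores differed by 0.12 (exact permutation p = 0.629, immune mean −0.66 with p = 0.0163). A difference between well rows is argued against there, since the score differed by −0.49 within well row F (3 CR mice, exact permutation p = 0.0424). For CR-MF against CR, the score minus the immune mean differed by 0.33 (exact permutation p = 0.25) and the immune mean itself by 0.33 (exact permutation p = 0.199). Neither passed 0.05, so more immune cells stay open as a part of the difference and are not shown. The well row cannot be told apart from the diet in this comparison, since 0 rows hold both groups.

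Mice set apart in list scores, with the Dixon ratio, were these. In MF, C4_11 for B and plasma cell markers (0.923), C4_1 for PPARα targets (0.595), erythroid markers (0.643) and neutrophil markers (0.623), and C4_9 for cholesterol synthesis (0.591) and periportal genes (0.725). In CR-MF, BC4_11 for RXR partner metabolism (0.66), T and NK cell markers (0.575), endothelial markers (0.585) and sphingosine-1-phosphate signalling (0.626), and BC4_15 for antioxidant and NRF2 targets (0.627) and glucocorticoid targets (0.78). In CR, B4_5 for adipocyte markers (0.801), cell cycle (0.839) and the circadian clock (0.763). In C, A4_9 for major urinary proteins (0.642) and pericentral genes (0.606). In distance to the group mean, the MF mouse C4_11 stood apart (0.627).

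For single genes, the mice set apart in CR-MF were BC4_11 for Anxa2 (0.587), Fut8 (0.574) and Tgfb1 (0.656), and BC4_15 for Acmsd (0.637), Bud13 (0.611), Ly6d (0.907) and Sult2a8 (0.701). In CR they were B4_5 for Aqp7 (0.78) and Chrna4 (0.886), and B4_7 for Cyp2u1 (0.763) and Lcn2 (0.862). In MF they were C4_15 for Cd163 (0.655), C4_9 for Chrna4 (0.846) and Uggt1 (0.702), C4_11 for Igkv4-55 (0.765) and C4_5 for Mogs (0.576). In C they were A4_21 for BC023105 (0.732), A4_3 for Cd163 (0.63), A4_13 for Cyp17a1 (0.569), A4_17 for Gbp7 (0.535), and A4_9 for Gpnmb (0.555) and Mup21 (0.737).

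Differences from the C group are not among the comparisons of the paper's screen. At an adjusted p of 0.05 from limma, 220 genes differed between CR and C and 42 between CR-MF and C. List scores with an exact permutation adjusted p under 0.05 between CR and C, each in 5 of 5 CR mice, differed by −0.10 for autophagy and lysosome, 0.21 for the unfolded protein response, −0.11 for sphingosine-1-phosphate signalling, −0.60 for IL-1β targets, −1.16 for MHC class II presentation, 0.15 for amino acid metabolism, −0.31 for hepatic fibrosis, 0.08 for insulin and IGF signalling and −0.61 for macrophage NO and ROS production, besides interferon response. Between CR and C no list passed camera with an estimated correlation or fry (0 and 0 lists). Between CR-MF and C they differed by −0.82 for female-biased genes, 0.50 for major urinary proteins, 1.00 for male-biased genes (each in 7 of 7 mice) and −0.10 for AMPK signalling (6 of 7 mice). By camera with an estimated correlation, adjusted p = 0.0225 for each of the male-biased and the female-biased genes, 0.388 for major urinary proteins and 0.611 for AMPK signalling.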

How the results depend on the processing

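Alternatives chosen after seeing the data were the mean of a gene's clusters, no filter on genes with 1 symbol and all clusters that pass the filter. Others were list scores per mouse, leave-one-out of the gene set components and the well row as a block. The last left out the CR-MF mice BC4_11 and BC4_15, called outlying below. They scored highest of their group on the first component, but neither exceeded Dixon's critical value there. Of the values that summarise a comparison, 193 kept their side of the threshold or stayed within 1.5 times, 58 moved, 2 became stronger and 1 weaker, and with 1 mouse left out 399 stayed, 42 moved and 6 became stronger. Among single genes and lists, 4546 stayed, 90 moved, 71 became stronger and 423 weaker, and with 1 mouse left out 6900 stayed, 137 became stronger, 391 weaker and 1 reversed, which was list B and plasma cell markers, CRMF minus MF, without MF replicate C4_11 (camera adjusted p = 0.853, against 0.0164 with all mice and 0.00153, the lowest, without BC4_15). Except where fewer mice or arrays, or more genes tested, are the setting itself, the cause was not tested.

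At p under 0.01, MF against CR (1466 genes) gave 906 within plate G150, 1042 with the stricter filter, 1033 with the animal number as a block and 949 with the well row as a block (347 higher, 602 lower, against 766 and 700), CR-MF against CR (647) 1199 with no filter (all transcript clusters tested, named or not, here and below) and 1049 with all clusters that pass the filter, and CR-MF against MF (807) 1333 with no filter and 1313 without both outlying mice. At an adjusted p of 0.05, MF against CR (758) gave 456 with no filter, 485 on 3 groups, 457 on 2 groups, 67 within plate G150, 294 with the animal number and 138 with the well row as a block. CR-MF against CR (84) gave 51 with no filter, 209 with array weights, 17 on 3 groups, 9 on 2 groups, 8 within plate G150, 6 with the animal number and 15 without both outlying mice. CR-MF against MF (77 higher and 125 lower) gave 515 with array weights, 115 on 2 groups, 114 within plate G150, 130 with the animal number and 587 without both outlying mice. CR against C (220) gave 70 with no filter, 1077 with array weights, 493 on 2 groups, 52 within plate G150, 8 with the animal number and 28 with the well row. CR-MF against C (42) gave 290 with array weights, 15 with the animal number and 204 without both outlying mice. MF against C gave 1 with no filter, with all clusters and with the well row, against 0. With no filter on genes with 1 symbol, these counts stayed within 1.5 times.

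CR-associated genes (360) numbered 226 with the stricter filter, 238 within plate G150, 633 without both outlying mice, 1012 with p under 0.05 and 98 with adjusted p. Of the 360, 318 were shared with quantile normalization, 337 with plate as a block (of 353), 155 within plate G150, 318 without both outlying mice and 315 with array weights (of 480). Genes of the mirrored screen (285) numbered 146 within plate G150, 177 with the animal number, 860 with p under 0.05 and 43 with adjusted p. Without both outlying mice the position was 0.183, the first component differed by −81.3 between CR-MF and MF (adjusted p = 0.00947) and the spread by −0.0950 (adjusted p = 0.00379), which are now past the threshold. The mice left out had the highest CR-MF values on both measures (distance to the group mean 0.38 for BC4_11 and 0.342 for BC4_15). Their removal by itself widens both differences, so these p-values decide nothing. With genes not scaled, the insulin and IGF component differed by 1.93 between MF and CR (adjusted p = 0.106, no longer past it). Lists past camera's threshold numbered 35, 24, 30, 29, 26 and 26 for MF–CR, CRMF–CR, CRMF–MF, MF–C, CR–C and CRMF–C, 0, 0, 2, 0, 0 and 2 with an estimated correlation, and 16, 0, 8, 0, 0 and 2 with fry.

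With 1 mouse left out, MF against CR at an adjusted p ranged from 257 (B4_3) to 1174 (C4_13), with B4_1 335, B4_13 357, C4_7 473, C4_1 477 and C4_11 479. CR-MF against CR ranged from 21 (B4_1) to 137 (BC4_3), with B4_3 22, BC4_9 22, BC4_11 31, B4_7 33, BC4_1 35, BC4_13 41 and B4_5 127. CR-MF against MF ranged from 91 (BC4_9) to 423 (BC4_11), with BC4_13 92, BC4_1 121, BC4_5 124 and C4_13 395. CR against C ranged from 42 (B4_3) to 569 (A4_1), with B4_1 48, A4_17 65, B4_13 86, A4_3 89, A4_5 122, B4_7 130 and B4_5 352. CR-MF against C ranged from 21 (BC4_13) to 111 (BC4_11), with BC4_5 23, A4_3 24, A4_19 24, BC4_1 25, A4_1 27 and BC4_9 27. MF against C ranged from 0 to 1 (A4_19 or C4_5), and its lists from 19 (C4_1) to 33. The first component, CR-MF against MF, ranged from −63.7 (BC4_11, adjusted p = 0.0332) to −39.9, with C4_13 −59.0, the spread, MF against CR, from 0.0365 to 0.0763 (B4_5), with C4_15 0.0675, and the AMPK component, CR-MF against MF, from −3.26 (BC4_11) to −1.72, with C4_13 −2.99. At p under 0.01 the ranges were 1107 to 1797, 483 to 752 and 630 to 1107 for the 3 comparisons, 263 to 528 for CR-associated genes, 195 to 324 for the mirrored screen and 0.299 to 0.534 for the position. Animal numbers do not pair the mice across groups (27 pairs, median correlation 0.0942, from −0.255 to 0.357, 13 above 0.1). Signal near background and 5 to 8 arrays per group limit what can be called.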

Differences from the paper's values

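The numbers of genes and the overall shares of CR-associated and other genes that the paper states lie within 1.5 times of those found here. For single pathways, the share of CR-associated genes in oxidative phosphorylation is 4% in the paper and 0 of 25 genes here, and for macrophage NO and ROS production it is about 15% in Fig. 2c of the paper, read by eye, and 0 of 6 genes here, each with a list other than the paper's. Where this re-analysis differs from a direction, a ranking or a call that the paper states, both are given here.

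The paper states that Cav1 and Fabp4 were elevated in CR-MF livers (Fig. 5b), for Cav1 also by qPCR. Here Cav1 differed by 0.41 between CR-MF and CR (adjusted p = 0.333; unadjusted, the test of limma passes at 0.05, a level that the paper's figure marks, and not at 0.01). For Cav1 this is the paper's direction, and only the adjusted test is not passed. Fabp4 differed by 0.31 (adjusted p = 0.818). Between CR-MF and C, Cav1 differed by 0.49 (adjusted p = 0.23 from limma, with the unadjusted test passing at 0.01) and Fabp4 by −0.32 (adjusted p = 0.8). Fabp4 was higher in MF than in CR (1.56, adjusted p = 0.0393 from limma), a call that ended for 9 of 12 choices of 1 mouse left out. As the paper states, Cd36 was lower in CR-MF than in MF (−1.05, adjusted p = 0.0120 from limma).

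The paper states that variation between mice was greater in MF, and above all in CR-MF, than in CR. Here the mean distance to the group mean was 0.239 in CR, 0.262 in CR-MF and 0.295 in MF, and CR-MF exceeded CR by 0.0230 (exact permutation p = 0.515), a difference that was −0.00402 without the CR-MF mouse BC4_11. On the first component, however, the SD was 12.0 in CR, 47.4 in CR-MF and 43.6 in MF, which is the paper's ranking.

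The paper states that most of the genes that differ between MF and CR took on the MF profile in CR-MF. Here 1106 of 1466 genes (75.4%) fell outside the CR-associated screen, which is the paper's count of adapted genes. The mirrored screen, which asks for a difference from CR and none from MF, took 285 (19.4%), and 880 genes did not differ from CR at p of at least 0.05, against 821 from MF. CR-MF differed from CR toward MF for 1362 of the 1466 genes (92.9%), which is the direction of the paper's statement. Both differences use the same CR arrays, which raises this share. Its value with no shift of CR-MF was not computed, so the share does not decide the question.

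The paper states that CR-MF mice shifted from CR toward MF in the components of all genes (Fig. 2a) and of the PI3K/AKT and insulin and IGF gene sets (Fig. S3). Here the means of CR-MF lay between those of CR and MF in each, and the differences from CR did not pass the exact permutation test (adjusted p = 0.109, 0.178 and 0.192), while that of AMPK did (adjusted p = 0.00568).

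The paper states that Uggt1 differed between CR and MF. Here the adjusted p was 0.0546, and unadjusted the test of limma passes at 0.01, the threshold of the paper's screen.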

Other observations

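The tests over other splits of the mice, the test of shares among lists and the list scores were chosen only after the result was seen, whereas the tests of the 2 counts under 1 common fraction and the comparisons with the C group were set before.

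Livers of CR mice also differed from those of C mice. Ppp1r3g, a glycogen-targeting subunit of protein phosphatase 1, was 2.59 log2 units higher in CR than in C (standard error 0.35, n = 5 and 8, adjusted p = 0.000721 from limma), Ceacam2, a cell adhesion molecule, 1.53 higher (standard error 0.25, adjusted p = 0.00288), and Ppargc1a 0.97 higher (adjusted p = 0.0091). Rcan2 fell by 1.38 (adjusted p = 0.000978), Mt1 fell by 1.56 (adjusted p = 0.0286), and Trem2, a receptor of lipid-associated macrophages, fell by 1.63 (adjusted p = 0.0311). Of 33 genes of the unfolded protein response, 5 rose in CR and none fell (13 rose when adjusted over the list alone; score 0.21 higher in 5 of 5 mice, exact permutation adjusted p = 0.0237; camera adjusted p = 0.472 with an estimated correlation). Among them Derl3 rose by 1.78 (standard error 0.29, adjusted p = 0.00288), Sdf2l1 by 0.94 (adjusted p = 0.0297), Pdia6 by 0.54 (adjusted p = 0.0275) and Dnajc3 by 0.38 (adjusted p = 0.0333). Oas2, an antiviral enzyme, fell by 1.00 (standard error 0.23, adjusted p = 0.028), and the neutrophil oxidase subunit Ncf4 fell by 1.13 (adjusted p = 0.0453). In the interferon, MHC class II, hepatic fibrosis, IL-1β target and macrophage NO and ROS lists the CR mice were lower than the C mice. The mean of 3 immune marker scores was lower too, with a difference of −0.66 (exact permutation p = 0.0163). Whether immune cells account for the lower scores was examined for the interferon list only, by a subtraction that does not decide it.

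Between MF and C, 0 genes passed an adjusted p of 0.05 by limma, with 556 genes at an unadjusted p under 0.05 and 118 under 0.01, and 0 passed by the intensity-based moderated statistic or with robust estimation. The genes with the smallest adjusted p were Slc24a3, a sodium-calcium exchanger (0.49, standard error 0.10), and Efhd1, a calcium-binding mitochondrial protein (0.44, standard error 0.09), both at 0.233 and chosen after their values were seen. On the axis from CR to MF the C mice lay at 0.816 ± 0.273 (SD, n = 8). Against C, CR-MF livers had higher Hsd3b5 (4.24, standard error 0.79, adjusted p = 0.0108), Susd4 (1.79, standard error 0.32, adjusted p = 0.00652) and Osgin1, a regulator induced by oxidative stress (0.89, standard error 0.13, adjusted p = 0.000858), and Cyp2b9 fell by 2.40 (standard error 0.49, adjusted p = 0.0255).

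A hypothesis is that every gene moved by 1 common fraction of its way from CR to MF after the switch, and that the screens sort genes by noise around it. In 50 simulations of such a fraction over the CR, CR-MF and MF arrays, the screen took a median of 238 CR-associated genes (103 to 830) and 145 genes of the mirrored screen (21 to 323). The observed 320 and 216 on these arrays were reached in 11 and 13 of the simulations. The 2 counts are therefore consistent with 1 common fraction, and do not by themselves show a separate class of genes that kept the CR profile.

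The shares of CR-associated genes among lists bear on the same hypothesis: 10 of 11 tumour markers, 7 of 7 male-biased genes and 0 of 25 genes of oxidative phosphorylation (Fisher's exact test, adjusted p = 0.00038, 0.00157 and 0.0303). In 3 of the 50 simulations of 1 common fraction (shares among lists), the smallest Fisher p of a list was as small as the one observed on the CR, CR-MF and MF arrays alone. Under 3 would have argued against 1 fraction, so the test leaves it open by a narrow margin. Other values bear on it without a test of the difference. On the axis from CR to MF, where all genes lay at 0.456 (jackknife standard error 0.204), the 3 gene sets placed on it lay at 0.454 (0.278) for PI3K/AKT, 0.635 (0.207) for insulin and IGF signalling and 0.905 (0.148) for AMPK, the highest of the 3. The mean male-biased score was 0.69 in CR-MF, beyond the 0.16 of CR (mice from −0.9 to 0.79) and away from the −0.46 of MF. However, CR-MF and CR did not differ past the adjusted exact test (adjusted p = 0.273). Within plates G150, G151 and G152 their difference was 1.01, −0.36 and −0.21. Plates G151 and G152 held 1 mouse of each group, so plate and mouse cannot be told apart in this sign. A class of genes that kept the CR profile is not excluded, and the simulated ranges are wide.

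Other splits of the same mice, 100 per comparison with the real one included, tell how often mice grouped by chance give as many genes. For MF against CR, 2 splits of 100 were as large, the real one among them. This held for the 1466 genes at p under 0.01 (highest of the other splits 1946) and the 758 at an adjusted p (highest other 1437). Another split gave more genes than the diets, so chance is not excluded. That highest split set the MF mice C4_1, C4_7, C4_9, C4_11 and C4_5 apart from the other MF mice and the CR mice together. It still separates most MF mice from all CR mice, so its count may reflect the diet contrast. It is not a split by plate, and a structure among the MF mice was not tested. For CR-MF against CR, 1 split of 100, the real one, was as large (647 genes, highest other 589, and 84 at an adjusted p, highest other 4). The same held for CR-MF against MF (807, highest other 546, and 77 higher and 125 lower at an adjusted p, highest other 3 in all) and CR against C (220, highest other 2). It also held for the CR-associated genes (360, highest other 192) and the mirrored screen (285, highest other 164). For these screens the mice were split into CR, CR-MF and MF at once. Such splits test only whether the groups differ at all, not whether genes kept the CR profile. For CR-MF against C (42) 2 splits were as large, the highest other at 57. For MF against C, with 0 genes, the splits decide nothing, since any count is as large as 0 (100 splits of 100, highest other 33).

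Chance cannot be excluded for the number of gene lists that camera calls with the preset correlation. For MF against CR it was 35 (highest other 40, 5 splits as large), for CR-MF against CR 24 (29, 12 splits), for CR-MF against MF 30 (38, 14 splits), for MF against C 29 (34, 8 splits), for CR against C 26 (31, 13 splits) and for CR-MF against C 26 (37, 14 splits).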
